# Glycine N-methyltransferase inhibits aristolochic acid nephropathy by increasing CYP3A44 and decreasing NQO1 expression in female mouse hepatocytes

**DOI:** 10.1038/s41598-018-22298-6

**Published:** 2018-05-03

**Authors:** Ming-Min Chang, Chang-Ni Lin, Cheng-Chieh Fang, Marcelo Chen, Peir-In Liang, Wei-Ming Li, Bi-Wen Yeh, Hung-Chi Cheng, Bu-Miin Huang, Wen-Jeng Wu, Yi-Ming Arthur Chen

## Abstract

Plants containing aristolochic acids (AA) are nephrotoxins. Glycine N-methyltransferase (GNMT) acts to bind environmental toxins such as benzo(a)pyrene and aflatoxin B1, translocate into nucleus, and alter hepatic metabolism. This study aims to determine the role of GNMT in AA-induced nephropathy. We established an AA nephropathy mouse model and found that AA type I (AAI)-induced nephropathy at a lower concentration in male than in female mice, implying sex differences in AAI resistance. Microarray analysis and AAI-treated mouse models showed that GNMT moderately reduced AAI-induced nephropathy by lowering the upregulated level of NQO1 in male, but significantly improved the nephropathy additionally by increasing Cyp3A44/3A41 in female. The protective effects of GNMT were absent in female GNMT knockout mice, in which re-expression of hepatic GNMT significantly decreased AAI-induced nephropathy. Mechanism-wise, AAI enhanced GNMT nuclear translocation, resulting in GNMT interaction with the promoter region of the genes encoding Nrf2 and CAR/PXR, the transcription factors for *NQO1* and *CYP3A44/3A41*, respectively. Unlike the preference for *Nrf2/NQO1* transcriptions at lower levels of GNMT, overexpression of GNMT preferred *CAR/PXR/CYP3A44/3A41* transcriptions and alleviated kidney injury upon AAI treatment. In summary, hepatic GNMT protected mice from AAI nephropathy by enhancing *CAR/PXR/CYP3A44/3A41* transcriptions and reducing *Nrf2/NQO1* transcriptions.

## Introduction

The aristolochic acids (AA) found in *Arostilochia* plant species are classified as Group 1 carcinogens by the World Health Organization (WHO)^1^. Exposure to AA causes aristolochic acid nephropathy (AAN) and Balkan-endemic nephropathy (BEN), which are characterized by progressive renal interstitial fibrosis and tubular atrophy, may slowly progress to end stage renal disease (ESRD), and are frequently associated with urothelial malignancies^2–6^. While AAN occurs worldwide, its incidence is high in Asia and the Balkans. Asian countries, where traditional herbal medicines are widely used, have a high risk for AAN because of the misuse of AA-containing herbs. In the Balkan regions, consumption of AA-contaminated wheat flour is thought to be responsible for the high incidence of BEN^3,6,7^. The botanicals known or suspected of containing AA have been banned and removed from pharmacopeia. However, many illegal products containing AA are still sold via broadcasting radio stations and the internet as health supplements for weight loss, anti-inflammation, rheumatism and pain relief ^8,9^.

The AA family of compounds includes aristolochic acid type I (AAI; C_17_H_11_NO_7_) and its demethoxylated derivative, AA type II (AAII; C_16_H_9_NO_6_). The nephrotoxicity of AAI is much higher than that of AAII^10,11^. AAI is primarily metabolized via two pathways^12–14^. One pathway involves the demethylation of AAI to 8-hydroxyaristolochic acid I (AAIa; C_16_H_9_NO_7_) under aerobic conditions. Carried out by hepatic microsomal cytochromes P450s (e.g. CYP1A, 2C and 3A) in human and rodents, this step is believed to be a detoxification reaction because AAIa has much less renal toxicity and is more readily excreted in urine than AAI^13–16^. Alternatively, in the cytosol of liver and kidney cells, the nitro group of AAI can be enzymatically reduced by nitroreductase, NAD(P)H: quinone oxidoreductase (e.g. NQO1), to generate aristolactam I (ALI; C_17_H_11_NO_4_)^17,18^. The nitroreduction intermediate with a cyclic nitrenium ion interacts with the exocyclic amino groups of deoxyadenosine and deoxyguanosine residues in DNA to form DNA adducts (dA-AAI and dG-AAI)^19–21^. These AAI-DNA adducts have been reported to cause a gene transversion (A:T → T:A), a mutation signature of AA exposure, in upper tract urothelial carcinoma (UTUC)^6,22^ and liver cancer^23^. Inhibition of NQO1 activity suppresses AAI nitroreduction and attenuates its nephrotoxicity, genotoxic and carcinogenic potential^17,18^. However, the pathway of AAI metabolism through which this attenuation occurs is still unknown.

Glycine N-methyltransferase (GNMT) is a multifunctional and tissue-specific protein and abundantly expressed in the liver, pancreas, kidney and prostate^24,25^. This enzyme transfers a methyl group from S-adenosylmethionine (SAM) to glycine to produce S-adenosylhomocysteine (SAH) and sarcosine, a reaction regulated by the binding of 5-methyltetrahydrofolate. GNMT regulates the availability of activated methyl donor SAM for more than a hundred of essential cellular methyltransferase reactions^26–28^. Low GNMT expression has been observed in human hepatoma tissues and liver cancer cell lines^29,30^. Besides, GNMT knockout mice develop chronic hepatitis, glycogen storage disease, steatohepatitis, fibrosis and spontaneous hepatocellular carcinoma (HCC), indicating that GNMT plays an important role in liver function and is a tumor suppressor gene for liver cancer^31–33^. Additionally, GNMT was shown to participate in the cellular defense against environmental toxins such as benzo(a)pyrene (BaP) and aflatoxin B1 (AFB1) by physically binding these xenobiotics^34–38^. Although there is no nuclear localization sequence or classical DNA-binding domain found in GNMT, nuclear translocation of GNMT was induced after BaP and AFB1 exposure^36–38^. Previous studies have suggested that GNMT may participate in and serve as a cofactor for the regulation of detoxification gene expression, such as CYP 1A1 and CYP1A2, thereby decreasing the formations of BaP- and AFB1-DNA adducts^35–39^. However, the function of nuclear GNMT is still unknown.

Here, we aim to delineate the role of GNMT in AAI-induced nephropathy and clarify the molecular mechanism underlying its action. In our *Gnmt* genetically-modified mouse models, we were able to induce AA nephropathy in a C57BL/6 background which was similar to the human histopathology^40,41^ and demostrated that GNMT protected mice from AAI-induced kidney injury by increasing *CAR/PXR* and *CYP3A44/3A41* transcriptions and decreasing *NRF2/NQO1* transcriptions in female mouse hepatocytes.

## Results

### Female mice are more tolerant than male mice to AAI exposure

Sex differences have been extensively studied in patients with chronic kidney disease (CKD), urothelial cancer, and renal cell carcinoma (RCC)^42,43^. Men are at higher risk than women for ESRD and dialysis^44,45^. Men also tend to have worse CKD progression than women^46,47^. In this study, both female and male C57BL/6 wild-type (WT) mice were treated with AAI (5 mg/kg/day) by intraperitoneal (i.p.) injection 5 days a week for 3 weeks^40,41^. The vehicle (corn oil)-treated group served as the normal control. Surprisingly, the majority of AAI-treated male mice (3/5) died on day 5, whereas all the AAI-treated female mice looked well. We presumed that the male mice could not tolerate AAI at the dose of 5 mg/kg/day. Thus, the dose of AAI for male mice was reduced to 2 mg/kg/day. After 3 weeks of treatment, the body weight of female mice significantly decreased in the AAI treatment groups (16.94 ± 0.67 g) as compared with the vehicle-treated group (21.32 ± 0.58 g) by 21% (*P* < 0.0001) (Fig. 1a). The serum biochemistry tests showed that kidney function was impaired after AAI exposure (Fig. 1b). The alanine aminotransferase (ALT) levels were increased after AAI-treatment, but they were not significantly different from that of the control group (Fig. 1b). Similarly, a 22% weight loss and impaired kidney function were noted in the 2 mg/kg/day AAI-treated male mice (Fig. 1c,d). In both sexes, the kidneys from AAI-treated mice were paler in color than those of the control group (Supplementary Fig. S1a), but the kidney weights were not significantly different between the groups (Supplementary Fig. S1b). Furthermore, no differences were observed in the color and size of livers from each group (Supplementary Fig. S1c,d). Histological analysis showed that even though the dose of AAI was 2.5-fold lower for male mice, tubular and interstitial atrophy were clearly widespread in the kidneys of AAI-treated mice of both sexes (Fig. 1e). The livers of both male and female mice were not affected (Fig. 1e). This result suggests that it was renal function that was more tolerant in females, since the impact on liver function were not different between sexes.

**Figure 1:**
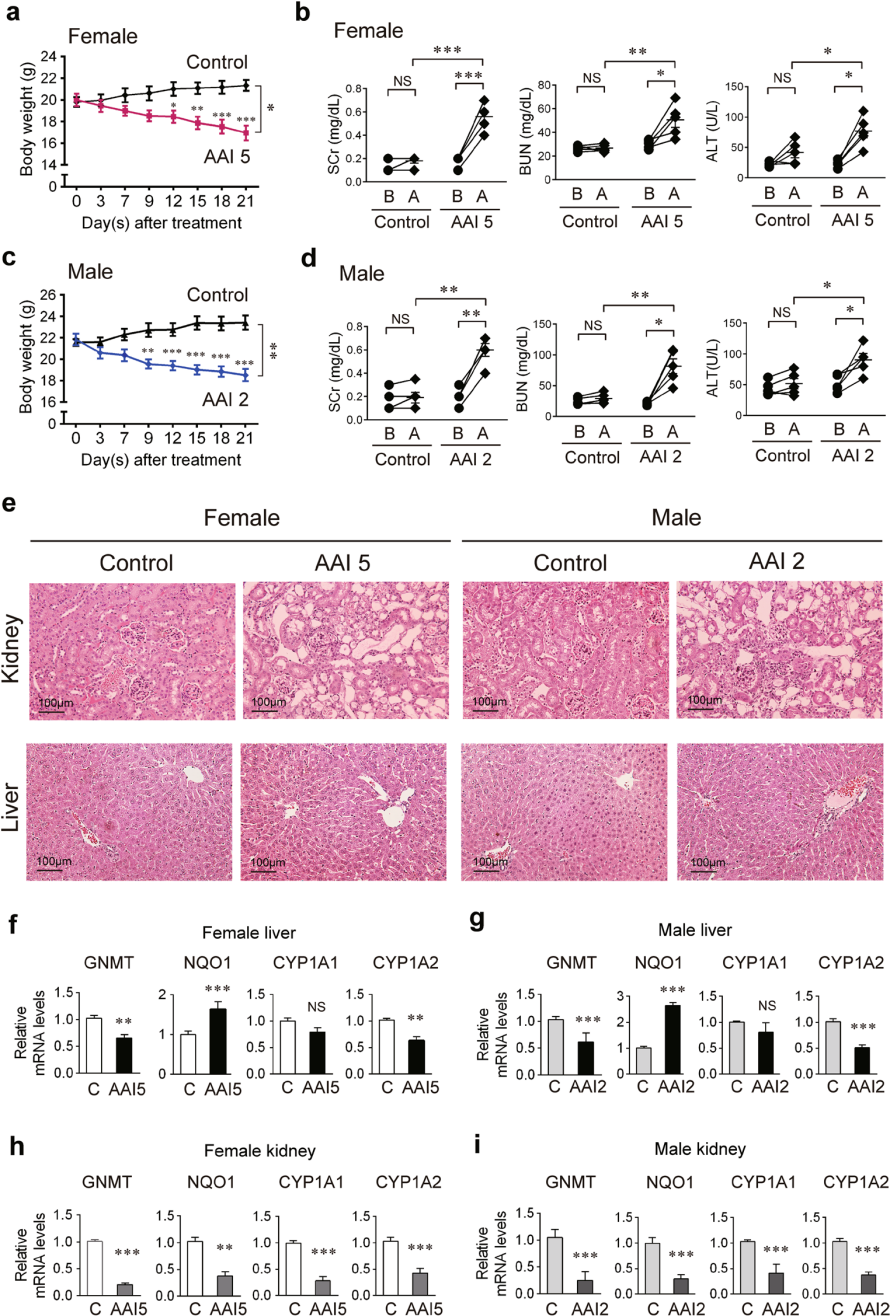
GNMT participates in the metabolism of AAI. (**a,c**) Body weight (BW) of wild-type (WT) C57BL/6 mice intraperitoneally injected with 2 or 5 mg/kg BW/day AAI (AAI 2 or AAI 5) or corn oil (vehicle control), 5 days/week for 3 weeks. Values presented are mean ± SEM, n = 5. *p*-values were calculated by two-way ANOVA and Sidak’s multiple comparisons test. (**b**,**d**) The serum levels of alanine aminotransferase (ALT), creatinine (SCr) and blood urea nitrogen (BUN) were measured from mice at the day before (B) and after (A) the 3-week AAI treatment. The biochemistry parameters from the same mouse before and after AAI-treatment were analyzed by Paired *t*-test. *p*-values for the comparison of biochemistry parameters from AAI- and corn oil-treated mice were calculated by Student’s *t*-test. (**e**) Histological examination of the kidney and liver tissue in AAI- and corn oil-treated WT mice (hematoxylin and eosin stain, original magnification ×200). (**f–i**) mRNA levels of *Gnmt, Nqo1, Cyp1A1, Cyp1A2* genes in the livers (**f**, female liver; **g**, male liver) and kidneys (**h**, female kidney; **i**, male kidney) from AAI- or corn oil-treated WT mice were determined by qPCR. Data were normalized to β-actin. All values are presented as the mean ± SEM, n = 5. *p*-values were calculated by Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

### AAI reduces the expression of GNMT

CYP1A2, CYP1A1 and NQO1 have been reported to be the major enzymes involved in AAI metabolism^13,15,48^. To examine whether GNMT participates in AAI-induced nephropathy, the levels of mRNA expression for GNMT, CYP1A1, CYP1A2, and NQO1 in mouse livers and kidneys were determined using real-time quantitative PCR (qPCR) analysis. In both sexes, the liver GNMT and CYP1A2 mRNA levels decreased and liver NQO1 mRNA levels increased significantly after 3 weeks of AAI exposure (Fig. 1f,g). 

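RNA from the livers of the mice described in Fig. 1a,c was also measured on microarrays, with RNA from the 5 mice of a group pooled and hybridized to 1 array. Array signals of the same genes are given here as log2 values after normalization, and each ratio is AAI-treated over corn oil-treated mice of the same sex. With 1 array per group there was no replicate error and no test. As a technical measure of error, the log2 ratios of different probes for 1 gene had a median SD of 0.25 in females, over the 9128 genes with 2 or more probes, and of 0.24 in males, over 8618 genes. The Gnmt probe (NM_010321) lies on chromosome 17 of mouse genome build mm9, between 46862894 and 46863042. Its signal was 17.66 in corn oil-treated and 17.59 in AAI-treated females (5 mg/kg/day), a log2 ratio of -0.07 that is smaller than the SD between probes. In males it was 17.01 in the corn oil-treated and 17.42 in the AAI-treated pool (2 mg/kg/day), a log2 ratio of 0.41. Nqo1 (NM_008706, chromosome 8, 109912440 to 109912499) rose from 9.27 to 10.76 in females, a 2.82-fold increase, and from 8.31 to 10.09 in males, a 3.44-fold increase. The log2 ratio of Cyp1a2 (NM_009993, chromosome 9, 57528060 to 57528119) was -0.63 in females and -0.37 in males, beyond the SD between probes in both sexes. None of these ratios changed direction under the 8 alternatives tried. The largest shift was that of Nqo1 in males, whose log2 ratio was 1.47 when the background was corrected with the normexp model.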

The change in liver CYP1A1 mRNA levels of AAI-treated mice was not significant. 

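On the arrays of pooled liver RNA, the log2 ratio of Cyp1a1 (NM_009992, chromosome 9 of mm9, 57551535 to 57551594) was -1.78 in AAI-treated females and lay between -1.83 and -1.03 over the 8 alternatives. In AAI-treated males it was -0.17, which is smaller than the SD between probes of 1 gene, and lay between -0.26 and -0.11. Females and males were given different doses of AAI, so that sex and dose were not separated, and the difference between the ratios of the sexes was not tested.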

In female and male mouse kidneys, the mRNA levels of all these genes decreased significantly after the 3-week AAI exposure, although CYP1A1 and CYP1A2 mRNA levels in kidney were very low and hardly detectable (Fig. 1h,i). To investigate the interaction of AAI and GNMT expression, a luciferase reporter assay was performed by using GNMT promoter-luciferase reporter transfected Huh7 cells (H7GPL cells). The luciferase intensities of AAI-treated H7GPL cells were not significantly different from that of vehicle-treated group. These results indicated that AAI does not directly interact with the GNMT promoter (Supplementary Fig. S2). Furthermore, Li *et al*. reported that miR-224 expression in the kidney is increased in AAI-treated rats^49^. Our unpublished data indicated that miR-224 directly targets the coding sequence (CDS) of GNMT mRNA. Therefore, we investigated the miR-224 expression in the liver and kidneys of AAI-treated mice and found that miR-224 mRNA was increased in the liver and kidneys after 3-week AAI exposure (Supplementary Fig. S3). These results showed that AAI may decrease GNMT expression by increasing miR-224.

### GNMT prevents increase in NQO1 expression in response to AAI

To confirm whether GNMT is involved in the regulation of AAI metabolism, we used human GNMT transgenic (Tg) mice that overexpress human GNMT in the liver and kidneys^38^. After 3 weeks of AAI i.p. injection, the weight of AAI-treated Tg mice gradually decreased compared to their age- and sex-matched wild-type littermates (WTL) (Fig. 2a,b). Serum creatinine (SCr) in the AAI-treated Tg mice were not elevated as high as that in AAI-treated WTL mice (Supplementary Fig. S4a,b). Serum ALT levels showed that livers of both female and male Tg mice were not affected (Supplementary Fig. S4c,d). Microscopic examination showed that AAI-induced kidney injury (tubular atrophy) was drastically reduced in female Tg mice, but only reduced 30–40% in male Tg mice (Fig. 2c). After 3 weeks of AAI exposure, the GNMT mRNA levels in AAI-treated Tg mice decreased to that of the vehicle-treated WTL mice (Fig. 2d). The fold change in liver NQO1 mRNA in AAI-treated Tg mice was not as high as that in AAI-treated WTL mice (Fig. 2e). The fold change in CYP1A2 mRNA levels increased in Tg mice but decreased in AAI-treated WTL mice (Fig. 2f). However, the CYP1A2 mRNA levels were elevated by AAI treatment in both female and male Tg mice (Fig. 2f), the severe renal damage occurred only in AAI-treated male Tg mice (Fig. 2c). The kidney GNMT, NQO1 and CYP1A2 mRNA levels were decreased in all groups after AAI treatment (Supplementary Fig. S4e–g). These results suggest that overexpression of GNMT exerts protective effects against nephrotoxicity by suppressing the AAI-induced upregulation of NQO1.

**Figure 2:**
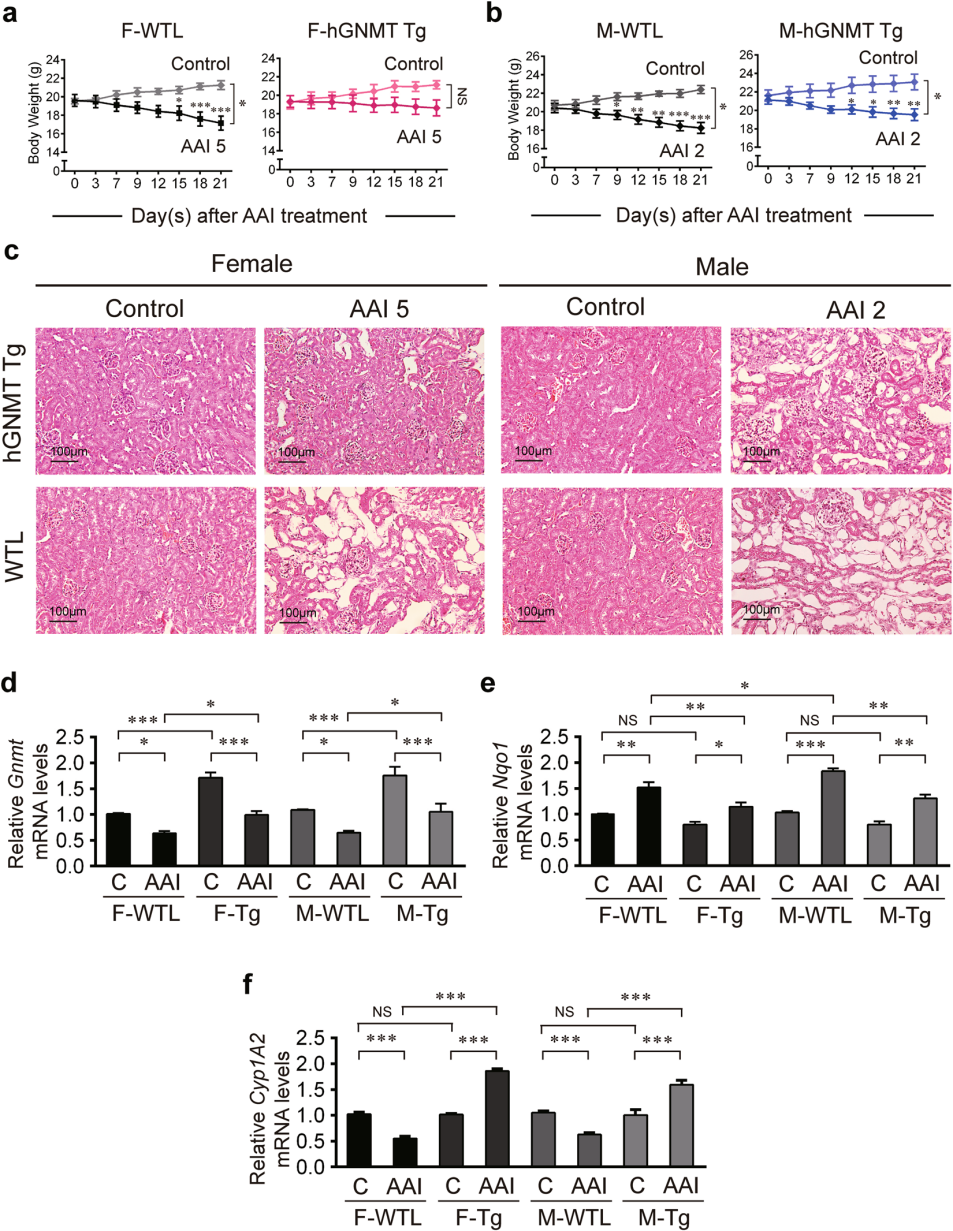
GNMT plays a protective role in AAI-induced renal damage. (**a,b**) Body weight of hGNMT transgenic (hGNMT Tg) mice and their wild-type littermates (WTL) intraperitoneally injected with 2 or 5 mg/kg BW/day AAI (AAI 2 or AAI 5) or corn oil (vehicle control), 5 days a week for 3 weeks. F: female; M: male. Values are presented as the mean ± SEM, n = 4. *p*-values were calculated by two-way ANOVA and Sidak’s multiple comparisons test. (**c**) Histological examination of the kidney morphology after AAI administration in GNMT Tg and WTL mice (hematoxylin and eosin stain, original magnification ×200). (**d–f**) mRNA level of *Gnmt, Nqo1* and *Cyp1A2* genes in the liver of AAI- or corn oil-treated GNMT Tg and WTL mice were determined by qPCR. Data were normalized to β-actin. C: vehicle control. Values are presented as the mean ± SEM, n = 5. *p*-values were calculated using Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

### GNMT decreases AAI-induced renal toxicity by increasing the expressions of CYP3A44/CYP3A41 genes

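The microarray experiment compared 4 groups of C57BL/6 wild-type mice: females given 5 mg/kg/day AAI by i.p. injection 5 days a week for 3 weeks, males given 2 mg/kg/day on the same schedule, and corn oil-treated mice of each sex. The sample labels give an age of 6 weeks and the paper an age of 6 to 8 weeks. Equal amounts of total liver RNA from 5 mice per group were pooled, labeled with Cy3 and hybridized to 1 array per group, all 4 on 1 SurePrint mouse gene expression slide. Differences between individual mice were therefore averaged before the measurement and could not be estimated, and the number of arrays limits the precision of every value. The spots were read by the Feature Extraction software, whose processed signal is the spot intensity after subtraction of the local background and a correction of trends across the array. Of the 59305 non-control spots per array, none was saturated and between 70 and 234 were marked as outliers and left out. The median processed signal was 129 in AAI-treated females, 110 in corn oil-treated females, 115 in AAI-treated males and 125 in corn oil-treated males. In the same order, 81.5%, 77.9%, 74.7% and 77.5% of the probes were well above background. Where 1 probe was spotted at least 8 times, the median SD of its log2 signals was between 0.0451 and 0.0840 on the 4 arrays. The multiplicative trend correction of the software had been applied on 3 of the 4 arrays and not on that of AAI-treated females, where the processed signal equals the background-subtracted signal within 1% on 100% of the spots. On 28 spots of the array of corn oil-treated females and 95 spots of the array of AAI-treated males, the processed signal in the files equals the background value itself, within 1%, although the background-subtracted signals of these spots have medians of 2471 and 3251. The genes on these spots, which include Cyp3a44 in AAI-treated males, were not measured reliably there. The authors normalized the signals between arrays by quantile normalization. The same was done here from the scanner files, over the log2 processed signals of the 56495 probes with a value on all 4 arrays, with the spots of a probe averaged and the brightest probe standing for a gene.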

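A gene was counted as changed when its log2 ratio of AAI-treated over corn oil-treated mice was 1 or more, or -1 or less, and its probe was well above background on at least 1 of the 2 arrays compared. Where it was not above background on the other array, its ratio was a lower bound, taken against the higher of the lowest signal above background on that array and the probe's own signal, and set to 0 if this left no change. In females, 978 genes were at least 2-fold lower and 434 at least 2-fold higher among the 31682 genes tested. In males, 1402 genes were lower and 1071 higher among 30539 genes. Of these, 178 lower and 100 higher genes in females and 204 lower and 230 higher genes in males rested on a lower bound. In proportion, the counts moved most with a 3-fold threshold, which left 225 lower and 127 higher genes in females and 510 lower and 471 higher genes in males. When each array was scaled to its 75th percentile in place of quantile normalization, the counts in females were 742 lower and 623 higher, so that the share of lower genes among the changed genes was 54.4% in place of 69.3%. With no filter on dim probes, 2511 genes were changed in females and 4033 in males, in place of 1412 and 2473. With 1 array per group no p-value was computed, and the counts rest on fold change and on the background filter.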

We next performed RNA microarray analysis of AAI-treated WT mice, 793 and 336 genes were more than 2-fold down- and up-regulated, respectively, in 5 mg//kg/day AAI-treated female mouse liver, whereas 1064 and 697 genes were more than 2-fold down- and up-regulated in 2 mg/kg/day AAI male mouse liver (Fig. 3a). To screen for hepatic xenobiotic metabolic candidates involved in sex differences and in GNMT regulation, microarray clustering analysis was performed and showed that in female mice, CYP3A44 was highly related to CYP1A2 and CYP1A1 after AAI exposure (Fig. 3b). 

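The array signals behind this comparison are log2 values from 1 pool per group. Cyp3a44 is read by 1 probe (NM_177380) on chromosome 5 of mm9, from 146585717 to 146585776. Its signal was 10.54 in corn oil-treated females and 7.07 in AAI-treated females, an 11.1-fold decrease. In corn oil-treated males it was 5.02, well above background. In AAI-treated males the spot lies among those whose processed signal was set to the background value, with 45.2 in the files against a raw spot intensity of 4800, so that no level of Cyp3a44 can be given for this group. Cyp1a2 had its highest signal in corn oil-treated females, 11.94, against 11.30 in AAI-treated females, 11.45 in corn oil-treated males and 11.08 in AAI-treated males. Cyp1a1 showed 7.70 in corn oil-treated females, 5.92 in AAI-treated females, 6.46 in corn oil-treated males and 6.29 in AAI-treated males. Each of the 3 genes was thus highest in corn oil-treated females among the arrays with a usable value. From the clustering of these signals the paper states that CYP3A44 was highly related to CYP1A2 and CYP1A1 in AAI-treated females.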

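Among the 93 cytochrome P450 genes with a name of the form Cyp, number, letters and number that were well above background on both female arrays, the median log2 ratio after AAI was 0.03, with 4 genes at least 2-fold lower and 3 at least 2-fold higher. Cyp51, whose name has another form, was not among them and had a log2 ratio of 1.35. Ranked by their decrease, Cyp3a44 came 1st with a log2 ratio of -3.47, followed by Cyp1a1, by Cyp8b1 with -1.50 and by Cyp2b10 (NM_009999, chromosome 7 of mm9, 26711522 to 26711581) with -1.23. Cyp8b1 was singled out after its values were seen. A further probe for Cyp2b10 gave -1.52. Cyp1a2 was in 8th place and less than 2-fold lower. Cyp3a44 remained in 1st place under all 8 alternatives. Cyp1a2 moved most, to rank 14 when the background was corrected with the normexp model and also when the multiplicative trend correction was left out. Cyp1a1 moved to rank 4 under the normexp model. The paper ranks 4 of these genes, Cyp3a44, Cyp2b10, Cyp1a2 and Cyp1a1, as the most downregulated, and describes Cyp3a44 and Cyp2b10 as female-specific genes.

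**Figure D1:**
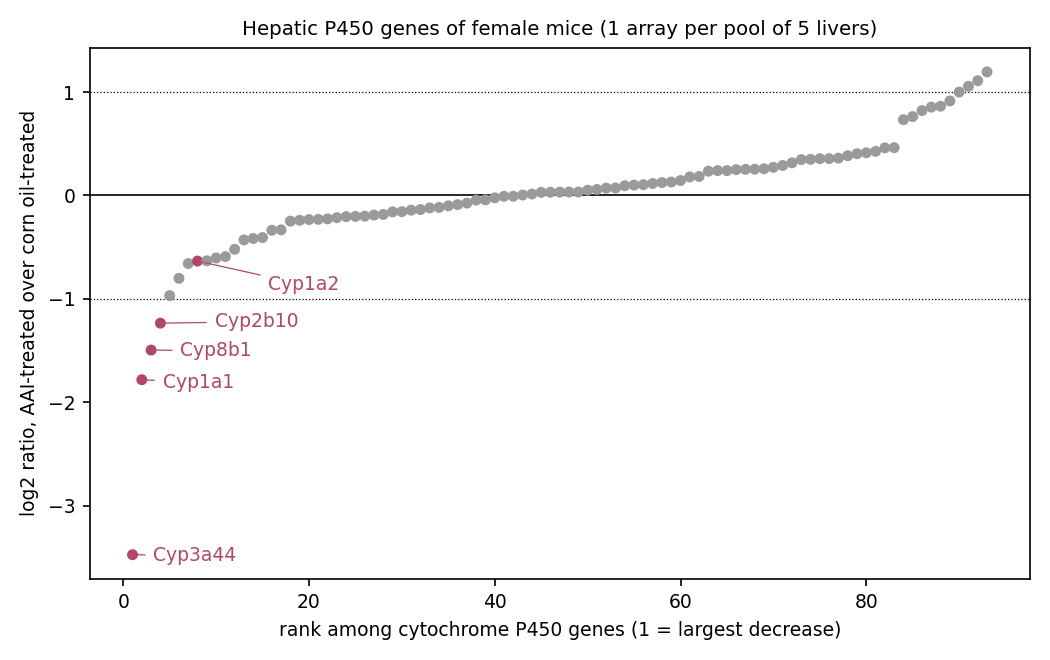
Log2 ratio of each of the 93 cytochrome P450 genes in AAI-treated over corn oil-treated females (vertical axis), 1 dot per gene, by rank from the largest decrease (horizontal axis); dotted lines mark a 2-fold change. Cyp3a44, at -3.47, lies apart from the other genes, and 4 genes lie below the lower dotted line.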

CYP3A44, CYP2B10, CYP1A2 and CYP1A1 were the most downregulated cytochrome P450 genes in AAI-treated WT female mice.

**Figure 3:**
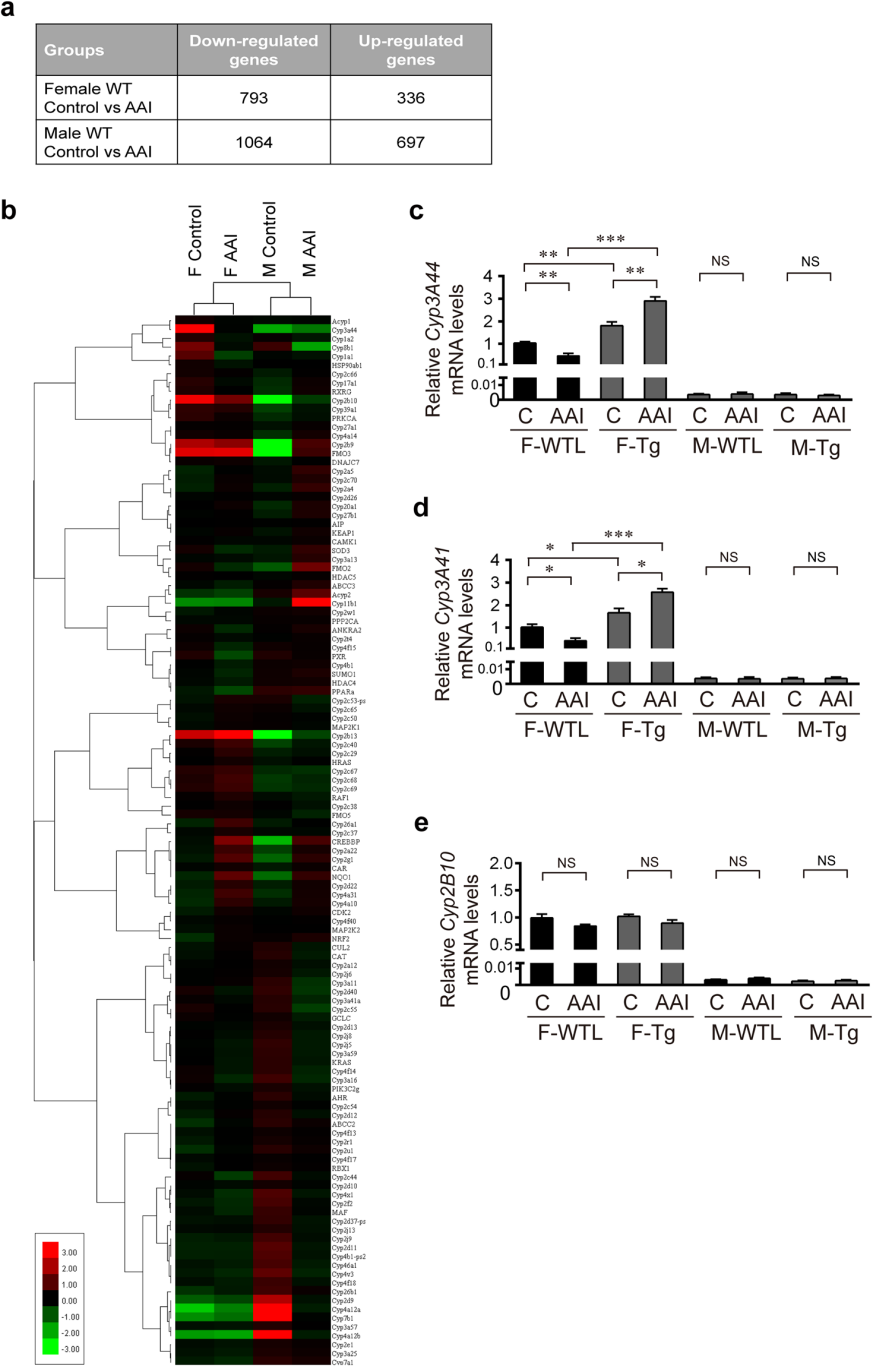
GNMT prevented AAI-induced kidney injury by regulating cytochrome p450 enzymes in female mouse hepatocytes. RNA microarray analysis of the livers from AAI- or corn oil (vehicle control)-treated WT mice, as described in Fig. 1a and c. (**a**) The numbers of signature genes in liver in response to AAI treatment. Genes were identified as significantly changed if the fold change was greater than 2 (up or down) and the *p*-value was less than 0.01 in comparison to the control group. (**b**) Heat map from hierarchical clustering of xenobiotic metabolism genes. Red and green colors indicate an upregulation and downregulation of gene expression, respectively. Trees on the left of the heat map shows the gene clusters. (**c–e**) mRNA level of *Cyp3A44, Cyp3A41*and *Cyp2B10* genes in the liver of AAI- or corn oil-treated hGNMT Tg (Tg) and WTL mice, as described in Fig. 2a and b, were determined by qPCR. Data were normalized to β-actin. (C: vehicle control, F: female, M: male). Values are presented as the mean ± SEM, n = 5. *p*-values were calculated using Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

In mouse, CYP3A44, CYP3A41 and CYP2B10 are female-specific genes^50^. Mouse CYP3A44 and CYP3A41 are the homologues of human CYP3A4, an important enzyme for AAI metabolism^13^. Higher CYP3A4 expression and activity in hepatocytes have been observed in women than in men^51,52^. In human GNMT Tg animal models, CYP3A44 and CYP3A41 but not CYP2B10 were upregulated in female Tg mice (Fig. 3c–e). CYP3A44, CYP3A41 were upregulated in female Tg mice and downregulated in female WTL mice after AAI exposure; however, these genes were not expressed in male mice (Fig. 3c–e)^50^. These results may explain the sex difference in AAI tolerance (Fig. 1a–e) and suggest that GNMT reduced AAI nephrotoxicity by regulating female-specific CYP3A44 and CYP3A41.

### The protective effect of GNMT is lost in GNMT knockout mice

We then used a GNMT knockout (KO) mouse model to confirm that GNMT protects against AAI nephrotoxicity. After 3 weeks of AAI treatment, the weight loss was similar between GNMT KO female mice treated with low dose AAI (2 mg/kg/day) and WT female mice treated with high dose AAI (5 mg/kg/day) (Fig. 4a). The weight loss in GNMT KO male mice (2 mg/kg/day) was the same as that in WT male mice (2 mg/kg/day) (Fig. 4b). Serum ALT levels were significantly increased in the high dose of AAI-treated WT mice and low dose of AAI-treated KO mice, however, the low dose of AAI did not elevate the ALT in WT female mice (Supplementary Fig. S5a,b). Treatments with AAI significantly and dose dependently increased SCr levels in WT female mice (Supplementary Fig. S5c,d). Histological analysis showed that treatment with low dose AAI led to severe renal tubular atrophy in GNMT KO female mice but mild kidney injury in WT mice (Fig. 4c). The kidney injury was severe in both GNMT KO and WT male mice treated with low dose AAI (Fig. 4d). These data suggest that GNMT plays a protective role in AAI-treated female mice. Furthermore, GNMT mRNA expression in liver decreased in WT mice after 3 weeks of high dose AAI exposure (Fig. 4e). NQO1 mRNA expression was increased in GNMT KO mice and remained at the high level after AAI treatment compared to WT control mice (Fig. 4f). Also, compared to WT control female mice, CYP3A44 and CYP3A41 expressions were significantly decreased in GNMT KO control female mice (Fig. 4g,h). The CYP3A44 and CYP3A41 expression levels increased in low-dose AAI-treated WT female mice (Fig. 4g,h). This observation matches the histologically-observed severe renal impairment in low-dose AAI-treated KO female mice and minor renal damage in low-dose AAI-treated WT female mice (Fig. 4c). These results further support that GNMT protects female mice from AAI-induced renal damage via increasing CYP3A44/41 expression.

**Figure 4:**
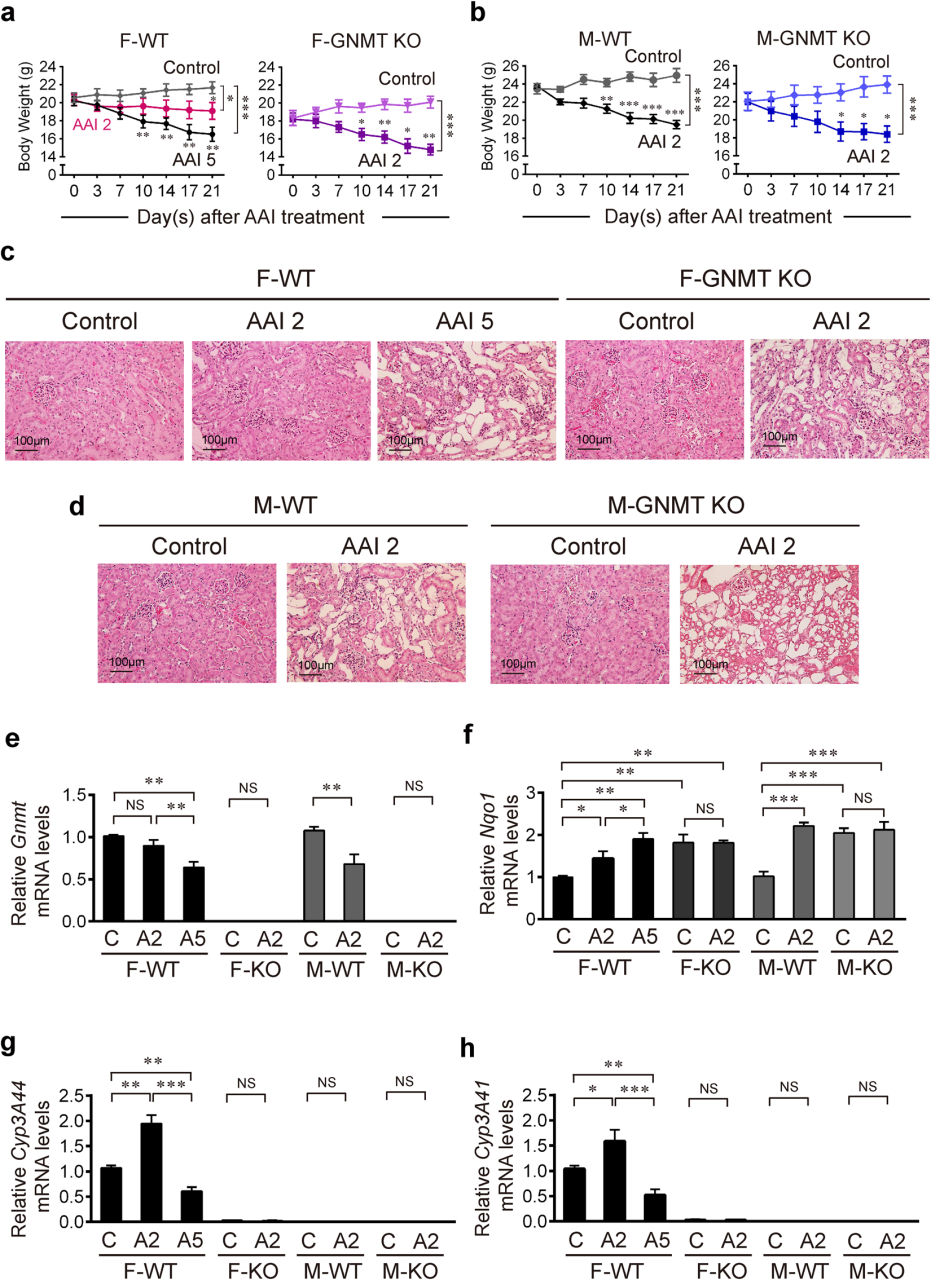
GNMT knockout female mice lose tolerance to AAI. (**a,b**) Body weight of GNMT knockout (GNMT KO) or wild-type (WT) mice intraperitoneally injected with 2 or 5 mg/kg/day AAI (AAI 2 or AAI 5) or corn oil (vehicle control), 5 days/week for 3 weeks. Values are presented as the mean ± SEM, n = 4. *p*-values were calculated by two-way ANOVA and Sidak’s multiple comparisons test. (**c,d**) Histological analysis of renal morphology in corn oil- or AAI-treated mice, as described in (**a**,**b**) (hematoxylin and eosin stain, original magnification ×200). (**e–h**) mRNA level of *Gnmt, Nqo1, Cyp3A4, and Cyp3A41* genes in the liver of AAI- or corn oil-treated WT or GNMT KO mice, as described in (**a**,**b**), were determined by qPCR. Data were normalized to β-actin. (A2, A5: 2 or 5 mg/kg BW/day AAI administration, C: vehicle control) Values are presented as the mean ± SEM, n = 5. *p*-values were calculated using Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

### Re-expression of hepatic GNMT decreases AAI-induced kidney injury

While GNMT was knocked out in all organs of GNMT knockout (KO) mice, GNMT is overexpressed in the liver and kidneys of human GNMT Tg mice (Fig. 2d and Supplementary Fig. S4e)^38^. To confirm the role of hepatic GNMT in AAI-induced nephropathy, we performed adeno-associated virus (AAV)-based gene therapy to restore GNMT protein in the liver of KO mice and observed the protective ability of GNMT. At 14 days before AAI treatment, KO mice received AAV (type 8)-containing human GNMT by tail vein injection to enhance the expression of GNMT in liver. After the biochemical test for liver function (serum ALT levels) in KO mice declined (Supplementary Fig. S6a,b), both female and male mice were treated with AAI (1.5 mg/kg/day) for 3 weeks. The body weight of KO mice undergoing AAV gene therapy decreased significantly after 3-week AAI exposure (Fig. 5a,b) except the AAV-GNMT treated KO female mice (Fig. 5a; right panel). In all mice after AAV-GNMT gene therapy, GNMT was expressed in the liver but not in the kidneys (Fig. 5c). The serum levels of ALT and creatinine did not elevate by AAI in AAV-GNMT-treated female KO mice (Supplementary Fig. S6c–f). Consistent with these observations, kidney injury decreased in GNMT KO mice after AAV-GNMT gene therapy (Fig. 5d).

**Figure 5:**
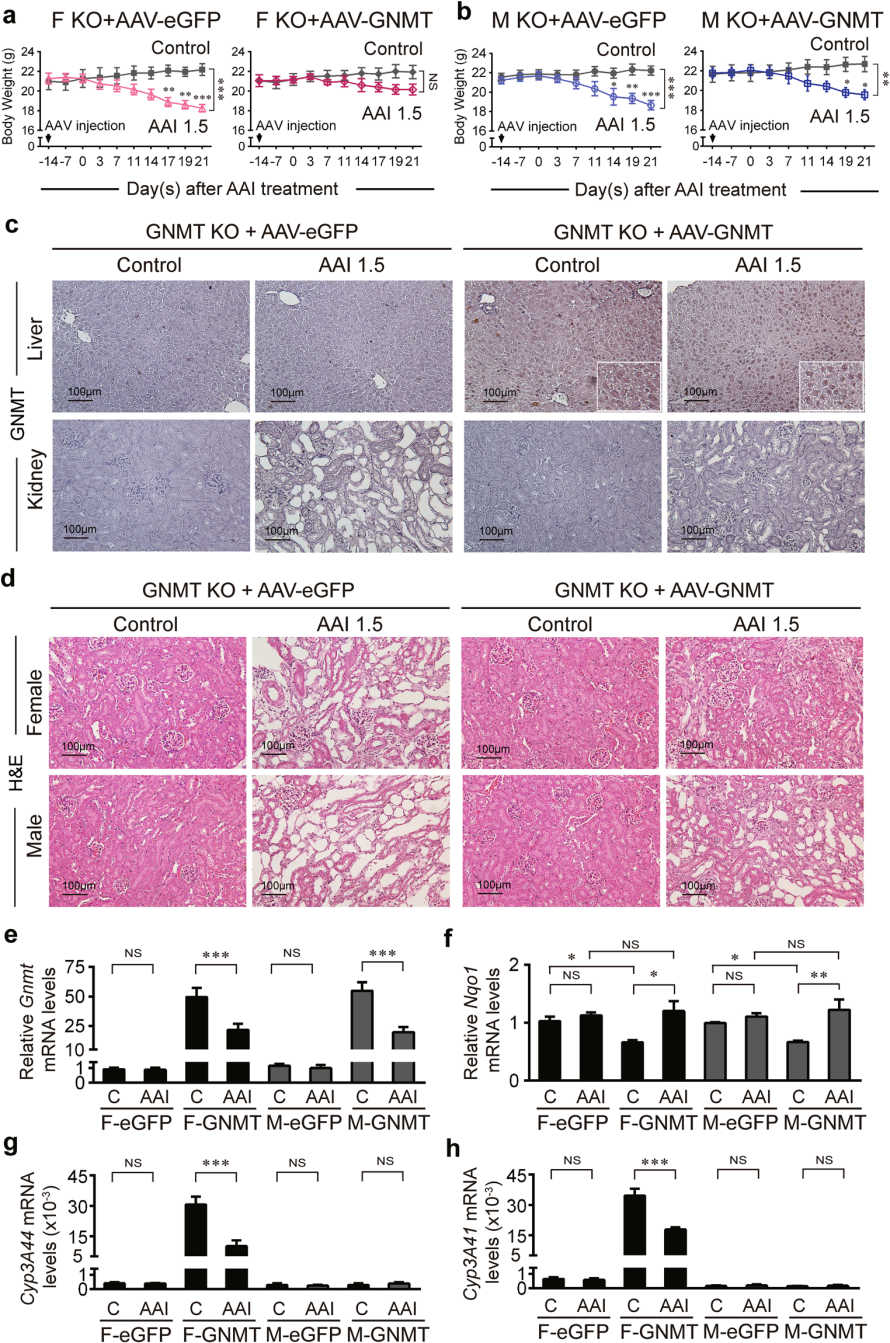
Re-expression hepatic GNMT reduces the AAI-induced nephropathy. GNMT knockout (KO) mice were intravenously injected with AAV-GNMT or AAV-eGFP. At 14 days after AAV injection, all mice were challenged with AAI at a dose of 1.5 mg/kg/day (AAI 1.5), 5 days/week for 3 weeks. (**a**,**b**) Body weight of AAV-GNMT or AAV-eGFP-treated KO mice intraperitoneally injected with AAI or corn oil (vehicle control). Values are presented as the mean ± SEM, n = 4. *p*-values were calculated by two-way ANOVA and Sidak’s multiple comparisons test. (**c**) Representative micrographs of GNMT expression in the liver and kidneys of the AAV-treated KO mice (original magnification ×200). (**d**) Hematoxylin and eosin staining of kidneys in AAV-treated KO mice after 3-week AAI exposure (original magnification ×200). (**e–h**) mRNA level of (**e**) *Gnmt*, (**f**) *Nqo1*, (**g**) *Cyp3A44, and* (**h**) *Cyp3A41* genes from the livers of AAV-treated KO mice after 3-week AAI exposure, as described in (**a**,**b**), were determined by qPCR. Data were normalized by β-actin. (F-eGFP: female KO mice treated with AAV-eGFP, F-GNMT: female GNMT KO mice treated with AAV-GNMT, M: Male) Values are presented as the mean ± SEM, n = 5. *p*-values were calculated using Student’s *t* -test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

The qPCR results showed that, liver GNMT can be restored through AAV-mediated GNMT gene transfer (Fig. 5e) to reduce the NQO1 mRNA level (Fig. 5f) and increase CYP3A44 and CYP3A41 mRNA levels (Fig. 5g,h) in the corn oil-treated (vehicle control) mice. After AAI exposure, the NQO1 was upregulated (Fig. 5e) and CYP3A44 and 3A41 were downregulated (Fig. 5g,h) in AAV-GNMT-treated female KO mice. However, the CYP3A44 and CYP3A41 mRNA levels in AAV-GNMT-treated female KO mice remained higher than that in AAV-eGFP-treated female KO mice after AAI exposure (Fig. 5g,h). In summary, GNMT serves as a protector to prevent kidney injury from AAI toxicity by upregulating CYP3A44 and CYP3A41 in mouse liver. In the absence of GNMT, the kidneys were not protected from damage.

### AAI increases the translocation of GNMT into the nucleus

Notably, strong nuclear staining for GNMT was observed in liver specimens of AAI-treated mice when compared to corn oil-treated mice (Figs 5c and 6a). Using the immunofluorescent staining assay, we clearly observed GNMT nuclear translocation of Huh7-LvGNMT cells by AAI stimulation (Fig. 6b). Once again, western blot analysis confirmed the results of GNMT nuclear translocation in response to AAI exposure (Fig. 6c). But, the functions of nuclear GNMT remain unknown.

**Figure 6:**
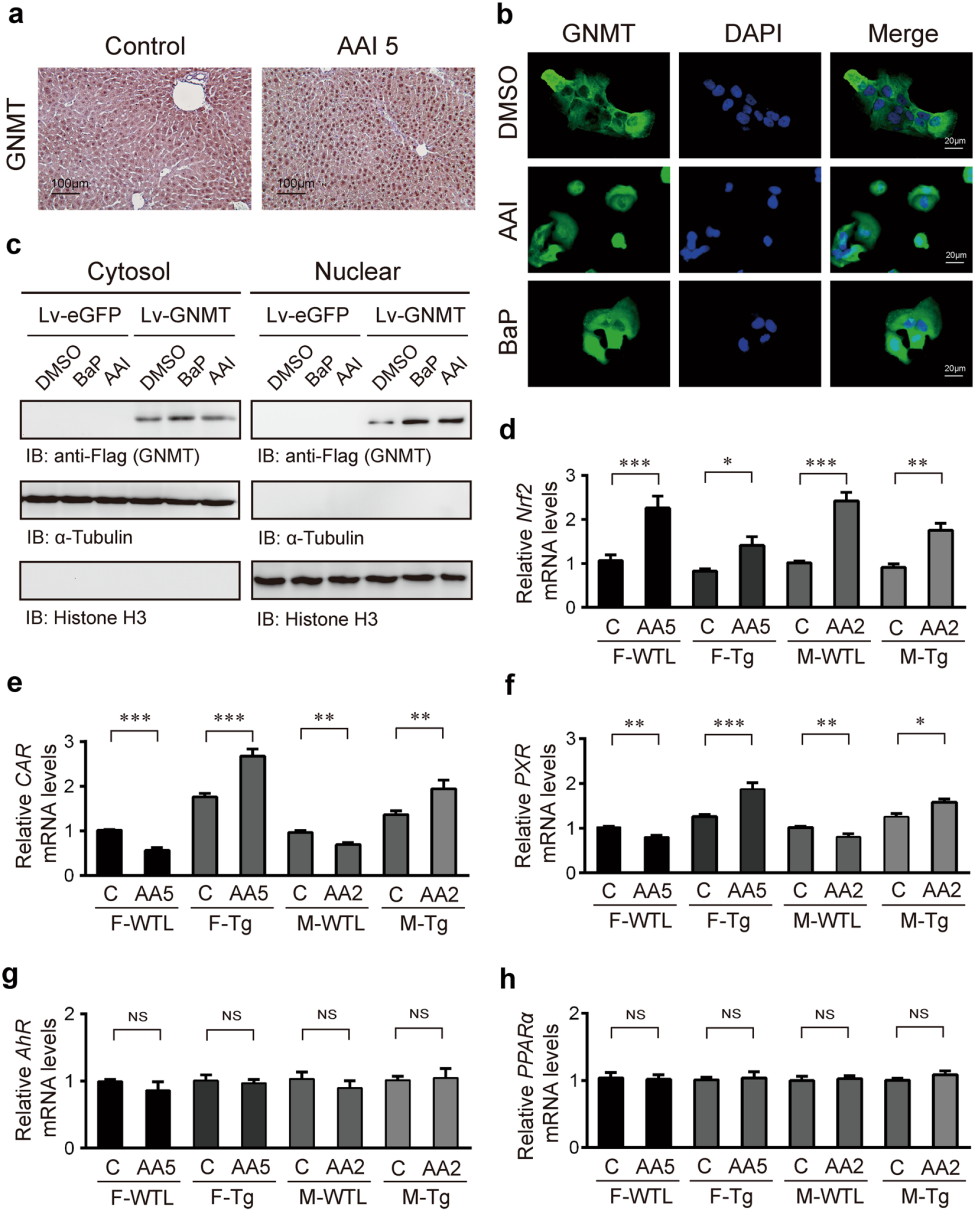
AAI promotes the nuclear localization of GNMT in the liver. (**a**) Immunohistochemical staining for GNMT expression in the liver of the female C57BL/6 mouse intraperitoneally injected with 5 mg/kg bw/day AAI (AAI 5) or corn oil (vehicle control) for 3 weeks (original magnification ×200). (**b**) Immunofluorescent microscopy of fixed Huh7 Lv-GNMT cells stained for GNMT (green, Alexa 488) and DAPI. Huh7 Lv-GNMT cells were treated with 250 μM AAI, 10 μM BaP (positive control) or vehicle (0.01% DMSO, negative vehicle control) for 16 hours (original magnification, ×200). (**c**) Western blot analysis of nuclear and cytoplasmic (non-nuclear) fractions from AAI-, BaP- and DMSO-treated Huh7 Lv-GNMT cells. Histone H3 and α-tubulin were used as loading and purity controls for the nuclear and cytoplasmic fractions, respectively. The full-length blots are presented in Supplementary Fig. S7. (**d–h**) mRNA levels of (**d**) *Nrf2*, (**e**) *CAR*, (**f**) *PXR* **(g)** *AhR*, **(h)** *PPARα* in the liver from AAI- or corn oil-treated hGNMT Tg mice, as described in Fig. 2a and b, were determined by qPCR. (C: mice treated with corn oil; AA2 orAA5: 2 or 5 mg/kg BW/day AAI administration; F: female; M: male; Tg: hGNMT transgenic mice; WTL: wild-type littermates of Tg mice) All qPCR data were normalized to β-actin. Values are presented as the mean ± SEM; n = 4 in each group. *p*-values were calculated using Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

Aryl hydrocarbon receptor (AhR), constitutive androstane receptor (CAR), pregnane X receptor (PXR), peroxisome proliferator-activated receptor (PPARα) and nuclear factor-E2-related factor 2 (Nrf2) are well-characterized xenobiotic-activated transcription factors in liver that regulate the induction of drug metabolizing enzymes (DMEs) and transporters such as CYP450s and NQO^53–56^. In our microarray data analysis, the genes significantly up- and down-regulated by AAI were overlaid onto the canonical xenobiotic metabolism pathway by using Ingenuity Pathways Analysis (IPA) program. The activation or inhibition effects of path were predicted by IPA molecule activity predictor (IPA-MAP) tools. 

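The array signals of the genes for these transcription factors, and of listed target genes, are given for the pools of wild-type female mice treated with 5 mg/kg/day AAI or corn oil. Nfe2l2, which encodes Nrf2, had a log2 ratio of -0.61 (NM_010902, chromosome 2 of mm9, 75513771 to 75513830), and a further probe gave -0.37. Nr1i2, which encodes PXR, had a log2 ratio of -1.22 (NM_010936, chromosome 16, 38248745 to 38248804). Nr1i3, which encodes CAR, had a log2 ratio of 0.25 (NM_009803, chromosome 1, 173147776 to 173147835), no larger than the SD between probes of 1 gene, and -0.05 with a further probe. Ahr had a log2 ratio of 0.25 (NM_013464, chromosome 12, 36182724 to 36182783), likewise no larger than that SD. The heat map of Fig. 3b also shows Crebbp, whose 2 probes above background disagreed, with log2 ratios of 1.58 and 0.02. Lists of target genes were summarized by the median log2 ratio and by its percentile among 10000 random lists of the same size matched on mean expression, a description of these arrays and not a test. The 25 Nrf2 target genes measured had a median of 0.25, at the 99.83th percentile. Their largest increases were in Gsta2, with a log2 ratio of 1.68, and in Nqo1. The 24 CAR and PXR target genes measured had a median of 0.16, at the 93.7th percentile, with 3 genes at least 2-fold lower and 1 at least 2-fold higher. This list moved most when the probes of a gene were averaged, which gave a median of 0.07. The 11 AhR target genes had a median of -0.16, at the 9.5th percentile, although Nqo1 is among them. From an overlay of the changed genes on the pathway in IPA, the paper states that the Nrf2 and AhR pathways were predicted to be activated and the PXR and CAR pathways to be inhibited.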

The IPA-MAP predictions showed that the Nrf2/NQO1 and AHR signaling pathways were activated and the PXR and CAR signaling pathways were inhibited in the liver of WT female mice treated with 5 mg/kg/day AAI, 5 days a week for 3 weeks (Supplementary Fig. S8). qRCR assays revealed that after AAI exposure, both *Nrf2* mRNA levels in WTL mice and Tg mice were significantly elevated (Fig. 6d), the increased level in the AAI-treated Tg mice, however, was not as high as that in AAI-treated WTL mice (Fig. 6d). The *CAR*/*PXR* mRNA levels were significantly decreased in AAI-treated WTL mice and increased in AAI-treated Tg mice (Fig. 6e,f). However, *AhR* and *PPARα* mRNA levels were not significantly different in all AAI-treated WTL mice and Tg mice (Fig. 6g,h). These results showed that *Nrf2*, *CAR* and *PXR* mRNA levels were associated with GNMT expression upon AAI stimulation, suggesting the involvement of GNMT in the regulation of transcription factors.

### **Nuclear GNMT interacts with*CAR/PXR*or*Nrf2*transcriptions**

To observe whether GNMT interacts with *Nrf2, PXR* and *CAR* genes in the nucleus upon AAI stimulation, chromatin immunoprecipitation (ChIP) assays were performed (Fig. 7a). ChIP results showed that in the liver of AAI-treated WT mice, the fold change in the amount of *Nrf2* promoter DNA pulled down with anti-GNMT antibody (GNMT-*Nrf2*) significantly increased up to 4.2-fold (Fig. 7b,c), whereas the amounts of GNMT-pulled down *CAR* and *PXR* promoter DNAs (GNMT-*CAR* and GNMT-*PXR*) decreased (Fig. 7b,c). In AAI-treated Tg female mice with minor kidney injury, GNMT-*CAR* and GNMT-*PXR* markedly increased (Fig. 7d). Meanwhile, the GNMT-*Nrf2* also increased in AAI-treated Tg female mice, but the level was not as high as that in AAI-treated WT mice (Fig. 7d,b). Interestingly, in male GNMT Tg mice with severe kidney damage, GNMT-*CAR* and GNMT-*PXR* levels slightly increased, but were still lower than that of GNMT-*Nrf2* (Fig. 7e). We next investigated the nuclear GNMT interactions in female wild-type mice after exposure to different concentrations of AAI (low concentration: 2 mg/kg/day versus high concentration: 5 mg/kg/day). The ChIP data indicated that GNMT-*CAR* and GNMT-*PXR* were higher at low AAI concentration than at higher concentration (Fig. 7f), resulting in increases in CYP3A44/3A41 mRNA levels (Fig. 4g and h) and minor kidney injuries (Fig. 4c). The high concentration of AAI increased GNMT-*Nrf2* (Fig. 7f), upregulated *NQO1 mRNA* levels (Fig. 4f) and damaged kidney severely (Fig. 4c). Taken together, these results indicate that hepatic GNMT protect mice against AAI-induced renal injury.

**Figure 7:**
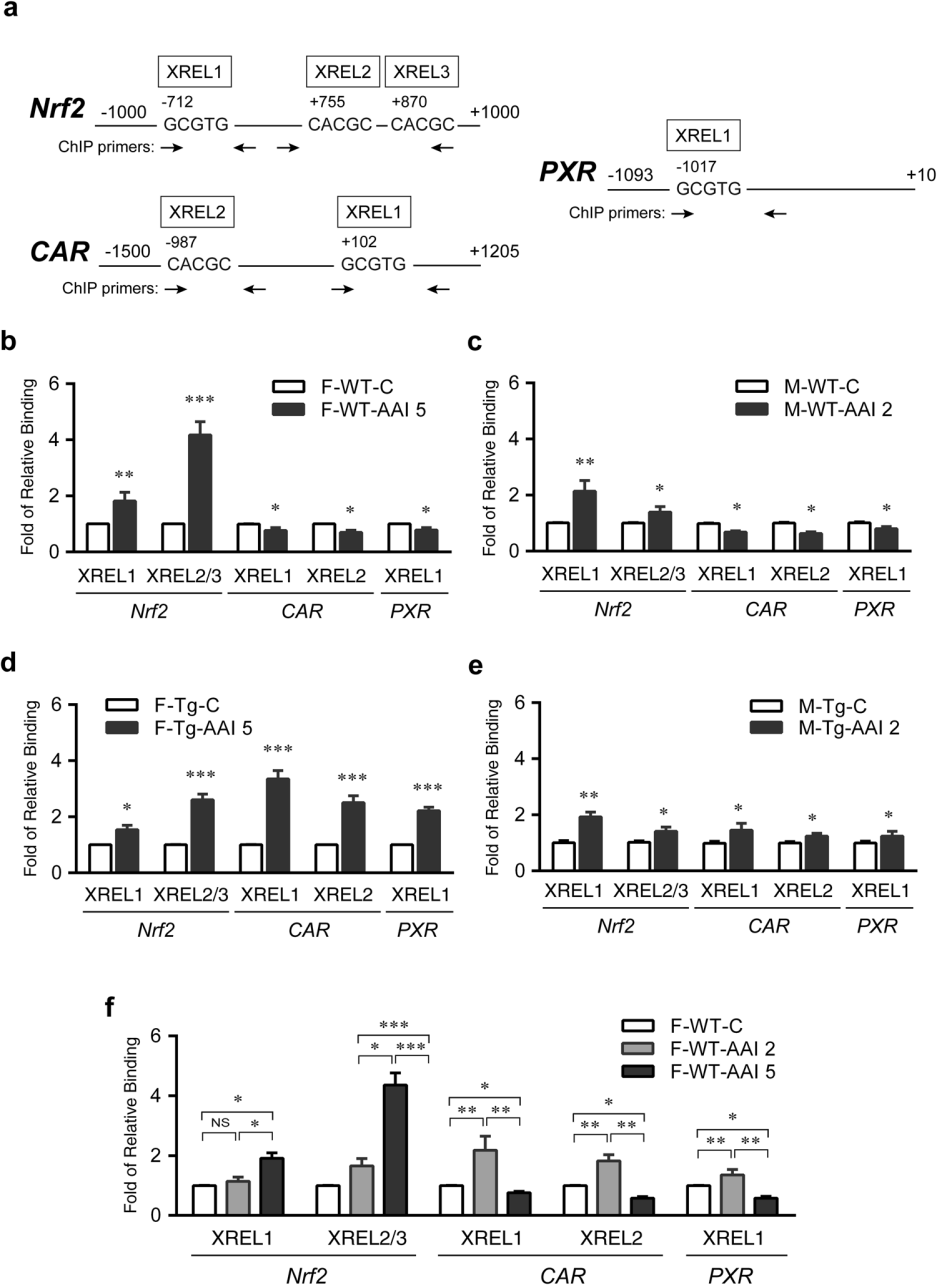
GNMT interacts with the promoters of the genes encoding Nrf2, CAR and PXR, nuclear transcription factors. **(a)** The chromatin was immunoprecipitated with mouse anti-GNMT antibody (14-1) or mouse IgG (negative control). ChIP-enriched DNA was amplified with the primers for XREL1, XREL2 and XREL3 regions on the promoter of *Nrf2*, *PXR*, and *CAR* genes. Schematic represents the upstream promoter binding regions of XREL1, XREL2 and XREL3 in the *Nrf2* (XREL1: −712 to −708; XREL2: +755 to +759; XREL3: +870 to +874)*, CAR* (XREL1: +102 to +106; XREL2: −987 to −983) and *PXR* (XREL1: −1017 to −1013) genes. Horizontal arrows indicate the location of primers used for qPCR in site-specific ChIP assays. Note that the figure is not drawn to scale. **(b–e**) ChIP-qPCR analyses were performed with the liver lysates from AAI- or corn oil (C)-treated WT (**b**, female, F; **c**, male, M) and hGNMT Tg mice (**d**, female, F; **e**, male, M), as described in Figs 1 and 2. (**f**) ChIP-qPCR analyses were performed with the liver lysates from 3-week AAI- and corn oil (C)-treated WT female mice, as described in Fig. 4a (AAI 2 or AAI 5: 2 or 5 mg/kg BW/day AAI administration). The quantity of DNA in the precipitation with GNMT antibody was normalized to the IgG control. Values are presented as the mean ± SEM, n = 4. *p*-values were analyzed using the one-way ANOVA or Student’s *t*-test. *p < 0.05, **p < 0.001, ***p ≤ 0.0001.

## Discussion

In this study, we revealed that AAI promotes GNMT nuclear translocation and nuclear GNMT can bind to the promoter regions of *NRF2* and *CAR*/*PXR* and enhance subsequent *NQO1* and *CYP3A44/3A41* transcriptions, respectively. The possible pathways of GNMT involvement in AAI metabolism are illustrated in Fig. 8. AAI exposure suppressed cytosolic GNMT expression and induced GNMT nuclear translocation in mouse liver. In WT female mice, AAI exposure increased GNMT-*Nrf2*, resulting in the elevated *NOQ1* transcription, and decreased GNMT-*CAR* and GNMT-*PXR*, resulting in a reduction of CYP3A44/CYP3A41 transcripts. These effects of AAI thus seriously enhanced kidney injury (Fig. 8a). In contrast, in GNMT Tg female mice receiving AAI, high concentrations of GNMT favored *CAR/PXR* transcription in nucleus, CYP3A44/CYP3A41 mRNA levels were thus upregulated, and the kidneys mildly damaged (Fig. 8b). However, in male mice, absence of Cyp3A44/3A41was related to the AAI intolerance, even in the GNMT Tg mice, the AAI-induced nephropathy was barely decreased (Fig. 8c,d). Overall, the difference in the hepatic GNMT expression contributes to the different outcomes.

**Figure 8:**
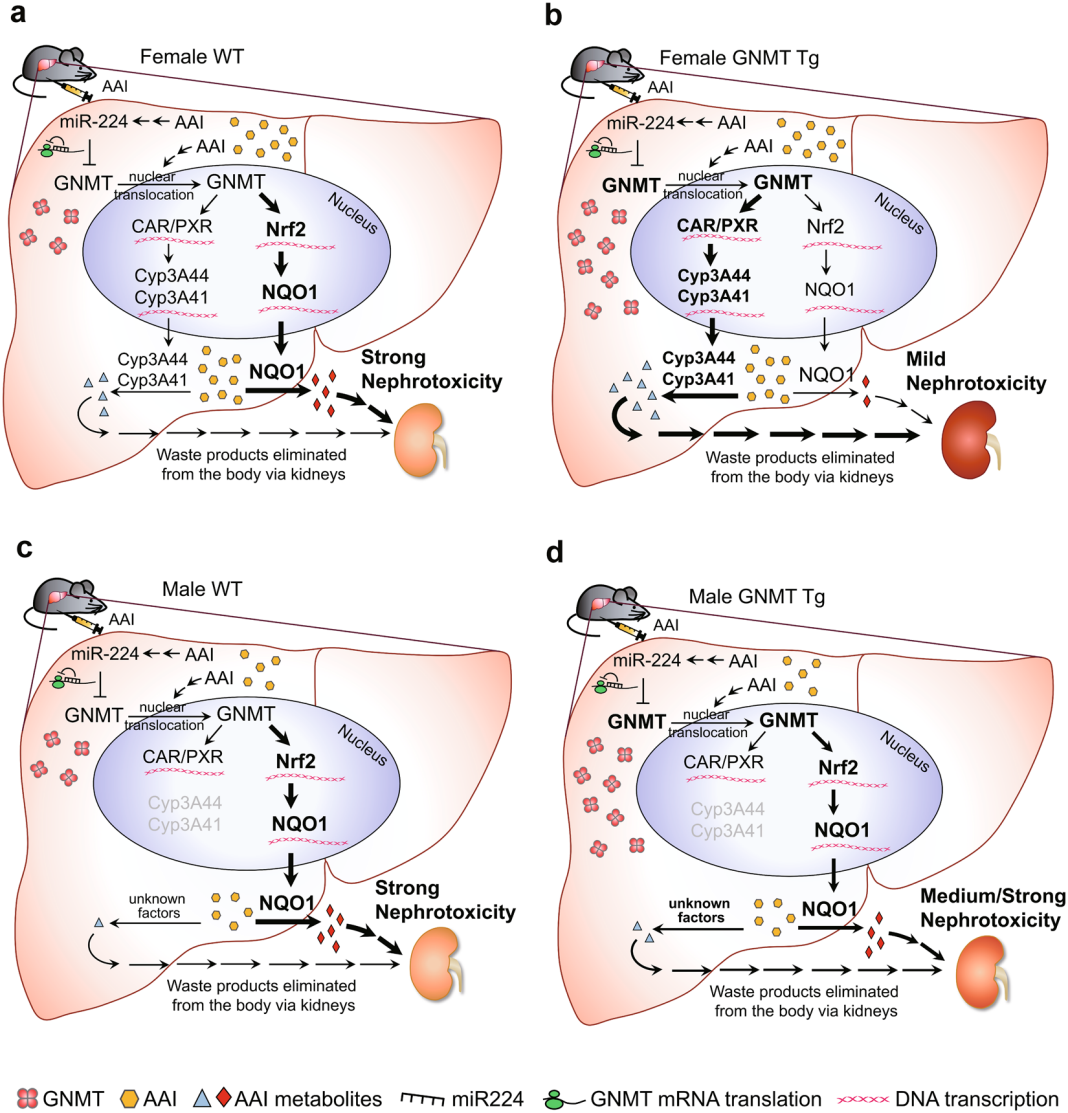
Schematic representation of the role of GNMT in AAI metabolism. The proposed metabolic pathways of AAI regulated by GNMT in liver of 5 mg/kg/day AAI-treated female WT mice **(a)** and GNMT Tg mice (**b**); and in 2 mg/kg/day AAI-treated male WT mice (**c**) and GNMT Tg mice (**d**).

Here, we verified that exposure to the AAI, as well as BaP^35–37^ and AFB1^38,39^, promotes GNMT nuclear translocation in liver cells. There are three forms of GNMT: monomers, dimers and tetramers, and only GNMT monomers are able to enter the nuclei and interact with chromatin^57^. GNMT dimers were not seen in cytosol and nuclei of control liver tissue cells, but were found in nuclei of liver tissue cells after BaP exposure^37^. Both GNMT monomers and dimers were catalytically and folate-binding inactive^34,58,59^. It is reasonable to suggest that the main effect of nuclear-translocated GNMT is transcriptional regulation.

In AAI-treated animals, we observed that male mice did not tolerate high dose of AAI (Fig. 1a,b) and the weight loss in male mice was much more than that in female mice after 3-week 2 mg/kg AAI exposure (Fig. 4a,b). Kidneys from AAI-treated group were paler but not smaller than control group (Supplementary Fig. S1a). Also, the fibrosis was not observed in 3-week AAI-treated kidneys. These findings confirmed previous publications^11,40,41^. It has been reported that, after C57BL/6 female and male mice treated with 3 mg/kg of AAI once every 3 days for 6 weeks and then maintained for another 6 weeks, the weight reduction in AAI-treated male mice is 2-fold greater than that in female mice and kidneys from AAI-treated animals are smaller and paler than control. In addition, single or double dose of 2.5 mg/kg AAI treatment fails to induce fibrosis in 4 weeks^41^. It is conceivable that the duration of our experiments may be too short to observe the shrunken kidneys and renal fibrosis in AAI-treated mice.

In the literature, human CYP1A2, CYP2C9, CYP3A4 and CYP1A1 were the major enzymes contributing to AAI oxidation in the human liver, while CYP2C and CYP1A were the most important in rat and mouse liver^13,15^. 

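Ranked by log2 ratio among the 29714 genes well above background on both female arrays, the decrease of Cyp3a44 was the 19th largest, and its rank lay between 16 and 33 under the 8 alternatives. The 5 largest decreases were those of Pax2, with a log2 ratio of -6.61 (NM_011037, chromosome 19 of mm9, 44909895 to 44909954), Mup11 with -6.57, Mup2 with -6.33, Mup5 with -5.74 and Gpr85 with -5.44. The Pax2 value comes from the brightest of its probes, while 2 other probes well above background gave -0.01 and 0.06. Another Pax2 probe, above background only in AAI-treated females, was at least 3.78-fold higher. A further probe of Gpr85 moved the other way, at least 2.00-fold higher. The Mup genes form a family of closely related genes, and signal shared between their probes was not examined. Genes were ranked by fold change and not by significance across mice, since each group was measured on 1 array.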

In our microarray data, CYP3A44 was the most significantly downregulated gene in female mouse liver after AAI exposure. CYP3A44 and CYP3A41 are expressed abundantly in female mice, with almost no expression in male mice (Fig. 3c,d)^50^. Our findings suggest that CYP3A44/3A41 regulated by GNMT is highly related to reduced AAI nephropathy in mice, although the catalytic activities of mouse CYP3A44/CYP3A41 towards AAI have never been reported. Human CYP3A4 is the homologue of mouse CYP3A44/CYP3A41, a protein mainly expressed in the liver and small intestine and responsible for the metabolism of many drugs. Women have higher CYP3A4 activity than men^51,60^; thus, many drugs metabolized by CYP3A4 clear faster in women than men^52,61^. In the clinical setting, it is very difficult to know whether and how much AAs has been consumed by a kidney-impaired patient. Also, the limitation of this work is the confirmation of AA metabolism through liver specimen evaluation. We hypothesize that men are less tolerant of AAI toxicity than women, and that acute renal injury warned men to stop self-medication or intake of illegal AAs-contaminated herbal remedies. The continuous production of oncometabolites from AA intake in women may be the reason for the higher incidence of upper tract urothelial cancer in Asia, especially in Taiwan^62^.

The kidney injury induced by AAI may be a consequence or independent from liver damages. In our short 3-week *in vivo* study, histological examination did not show liver damage. However, microarray analysis showed that thousands of genes were significantly changed in liver after AAI exposure. In addition to the xenobiotic metabolism pathway, the signal transduction pathways affected by AAI, according IPA analysis, include inflammation response, cytokine/chemokine signaling, immune cell (dendritic cells, T cells, B cells) activation, communication between innate and adaptive immune cells, cholesterol biosynthesis, hepatic fibrosis/hepatic stellate cell activation and acute phase response signaling pathways. 

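Of the genes changed at least 2-fold on the arrays, 189 were lower and 148 were higher in both sexes, 34 were lower in females and higher in males, and 7 were higher in females and lower in males. Among genes well above background on both arrays of a sex, the 5 largest increases in females were in Acta1, with a log2 ratio of 8.08, Mb with 6.66, Tcap with 6.30, Myh2 with 6.28 and Tnnc2 with 6.14, all genes expressed in skeletal muscle. A further probe of Myh2 gave 0.32. Among the largest increases in males, with the same limit, were those of Ucp1, with a log2 ratio of 7.91, Chgb with 7.79, Acta1 with 6.80 and Myh1 with 6.49. Lists of skeletal muscle, adrenal cortex, adrenal medulla and fat genes, written after these changes were seen, had male medians of 3.64, 0.80, 0.54 and 1.68. The muscle list had 1.17 in females. Other tissue taken with the livers stays open as a source of such increases, as does expression in liver cells. The largest decreases in males among these genes, replaced spots aside, were in Slco1a1, with a log2 ratio of -5.78, and in Elovl3, with -5.71. Mtfp1, LOC102633627 and Lcn12 were also among the 5 largest decreases in males, but their spots on the array of AAI-treated males carry the background value in place of a signal. With such spots left out, Klhdc8b (-4.82), Pax2 (-4.80) and a transcript without a gene symbol took their places, although further probes of Pax2 gave -0.01 and 0.40 in males. Klhdc8b was named after its values were seen. The paper sets these changes against the histology, which showed no liver damage.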

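Genes listed for these pathways before the data were examined were summarized in the same way as the transcription factor targets. The 25 genes of cholesterol biosynthesis measured had a median log2 ratio of 0.75 in females and 0.43 in males, both at the 100th percentile of the random lists. Their largest increases were in Nsdhl in females, with a log2 ratio of 1.59, and in Fdps in males, with 1.41. The 25 acute phase genes had a median of 0.28 in females, at the 99.9th percentile, and of 0.57 in males, at the 100th percentile. Lcn2 had a log2 ratio of 4.05 in males, while Saa2 moved in opposite directions, with -1.18 in females and 2.97 in males. The 25 hepatic fibrosis genes had a median of 0.05 in females, at the 60.8th percentile, and of 0.54 in males, at the 100th percentile. Their largest increase was in Des, with log2 ratios of 1.65 and 4.55, a gene that is also expressed in skeletal muscle, whose transcripts were higher in both AAI-treated pools. The 28 immune cell genes had a median of -0.55 in females, at the 0th percentile, and of -0.22 in males, at the 0.42th percentile. Cd86 was lower in both sexes, with log2 ratios of -1.68 and -1.60, and H2-Ab1 had -1.83 in females. The 27 cytokine and chemokine genes had a median of -0.31 in females, at the 0.02th percentile, with Cxcl13 at -3.41, and of 0.15 in males, at the 94.9th percentile, with Ccl8 at 3.60. The median in males was 0.02 when the background was corrected with the normexp model. None of the medians of these 5 lists changed direction in either sex under the 8 alternatives. The paper states that IPA found these pathways to be affected by AAI.

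**Figure D2:**
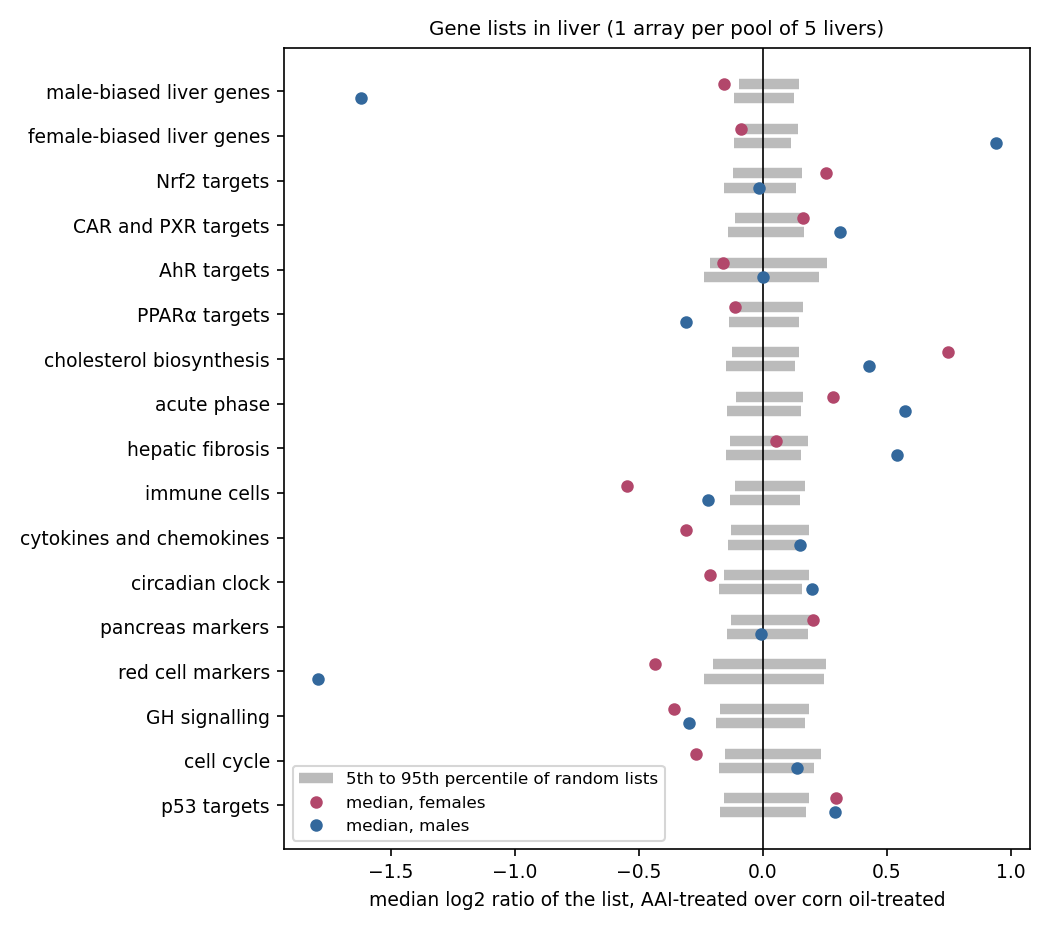
Median log2 ratio (horizontal axis) of 17 gene lists in AAI-treated over corn oil-treated mice, with females in dark pink and males in blue; grey bars span the 5th to the 95th percentile of 10000 random lists matched on expression. Cholesterol biosynthesis lies to the right of the bars in both sexes and immune cell genes to the left.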

Changes of the gene expressions or signal transduction pathways in liver may affect kidneys in a variety of ways: the metabolites produced in liver, through the release of cytokines or other proteins by injured liver, through the activation of immune cells, though abnormal amounts of enzymes, etc^63–66^. However, our results do not exclude the possibility that AAI may directly cause the kidney damage. Indeed, it has been reported that AAI may directly cause renal toxicity by the *in vitro* evidence in which AAI damages the mitochondrial transition permeability and induces apoptosis in HK2 cells^67^. Further studies are needed to elucidate underlying mechanisms.

The expression of GNMT in kidney is much lower than that in liver. CYP1A1, 1A2 and CYP2C9 are not expressed in human kidney, whereas the CYP3A4 expression in kidney is highly variable and remains to be elucidated^68^. In mice, CYP1A1, CYP1A2 and CYP3A44/3A41 are almost not expressed in kidney^50^. In contrast, NQO1 is highly expressed in renal tubulars and plays a major role in renal AAI nitroreduction^17,18,69^. This is a possible pathway of AAI metabolism regulated by GNMT in kidney and may thus contribute to AAI-induced nephrotoxicity and DNA-adduct formation. This may explain why GNMT does not protect kidney from the damage.

In GNMT knockout mice, the absence of GNMT resulted in accumulated free methionine, a 35-fold increase of SAM and a 100-fold increase of SAM/SAH ratio in liver^33^. However, the hepatic glutathione (GSH) levels are similar in GNMT KO and WT mice in spite of the significant reduction in SAM-dependent methylation reactions^70^. It has been reported that elevated concentration of SAM reduces CYP2E1^71^ and CYP39A^72^, but markedly induces CYP4A^73^ in GNMT KO mice. These CYP450s participate in hepatic lipid metabolism and xenobiotic detoxification^70–73^. Interestingly, in our microarray data, CYP4A were significantly induced up to 4- to 6-fold by AAI. 

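The array carried 7 Cyp4a genes, with 10 probes. In females, Cyp4a10 (NM_010011, chromosome 4 of mm9, 115205268 to 115205756) had a log2 ratio of 1.00 by its brightest probe, a 2.00-fold increase, and Cyp4a31 (NM_201640, chromosome 4, 115251553 to 115251612) a log2 ratio of 0.86. Cyp4a12a had 0.82, Cyp4a12b -0.16, Cyp4a14 -0.12 and Cyp4a30b 0.01, and Cyp4a29 was only bounded, at least 1.22-fold higher. In males, the log2 ratios were 0.75 for Cyp4a14, 0.57 for Cyp4a10 and 0.27 for Cyp4a31, while those of Cyp4a12a and Cyp4a12b were -4.54 and -4.43. Cyp4a30b was at least 1.46-fold lower in males, and Cyp4a29 was not well above background on either male array. The highest log2 ratio of any of the 10 probes in either sex was 1.34, that of a further probe of Cyp4a10 in females. With the probes of a gene averaged, the largest increase was 2.23-fold. The direction of Cyp4a30b in females changed between the alternatives, from -0.05 to 0.25, and no other Cyp4a gene changed direction. The paper recalls reports that elevated SAM in GNMT knockout mice lowers CYP2E1 and CYP39A and induces CYP4A, adds that AAI induced CYP4A on its arrays, and proposes that abnormal expression of these enzymes contributes to the toxicity of AAI in the kidney when GNMT is absent.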

The abnormal expressions of these CYP450s may contribute to AAI toxicity in kidney in the absence of GNMT.

In conclusion, we successfully developed the *in vivo* GNMT transgenic, knockout and AAV-type 8 GNMT gene transfer mouse models for AA nephropathy. GNMT protects mice from AAI-induced kidney injury by increasing *CAR/PXR/CYP3A44/3A41* transcription and decreasing *Nrf2/NQO1* transcription in female hepatocytes. Furthermore, sex differences in hepatic xenobiotic metabolism affect kidney function.

## Methods

### Animals

Six- to eight-week-old female and male C57BL/6 mice were obtained from the National Laboratory Animal Center (Taipei, Taiwan). The GNMT knockout mice in C57BL/6 background^74^, GNMT transgenic mice in FVB/B6 background^38^ and their littermate wild-type control were generated and maintained in specific pathogen-free conditions in accordance with the regulations at the Animal Center, Kaohsiung Medical University (KMU). Mice were treated with 2 or 5 mg/kg/day AAI (Sigma-Aldrich, St. Louis, MO, USA) or corn oil (vehicle control) by intraperitoneal (i.p.) injection, 5 days per week for 3 weeks and then were humanely euthanized by CO_2_. Mouse serum were collected from tail vein before and after AAI treatment. Serum levels of ALT, creatinine and BUN were detected by FUJI DRI*-*CHEM 4000i analyzer (FUJIFILM Corp. Tokyo, Japan). Mouse liver and kidneys were also collected to future experiments. All experiments were performed in accordance with relevant guidelines and regulations. All animal work was approved by the Institutional Animal Care and Use Committee of KMU (IACUC approval no.: 104075, 104093).

### Cell lines

The HCC cell line, Huh7, was maintained in Dulbecco’s Modified Eagle’s medium (DMEM) (Gibco BRL, Grand Island, NY, USA) with 10% heat-inactivated fetal bovine serum (HyClone, Logan, UT, USA), 2 mM/L L-glutamine, 0.1 mM/L nonessential amino acids, 100 U/ml penicillin and 100 μg/ml streptomycin in a humidified incubator with 5% CO_2_ at 37 °C. The pLKO-AS3w-puro expression vector was purchased from the National RNAi Core Facility (Academia Sinica, Taipei, Taiwan). Lentiviral vector express GNMT (pLKO-AS3w-GNMT) was constructed according to manufacturer’s recommendation. The pLKO-AS3w-eGFP-puro plasmid was used as a negative control. The plasmid DNA was transfected into Huh7 cells (Huh7-LvGNMT or Huh7-eGFP). After 48 hours, transfected cells were then selected with 1 μg/ml puromycine (Sigma-Aldrich, St. Louis, MO, USA) to establish the GNMT overexpression stable clone for future experiments. For *in vitro* treatments, AAI was dissolved by DMSO in 250 mM for treatment 1:1000 in cell culture medium.

### GNMT promoter luciferase reporter assays

Huh7 GNMT promoter-luciferase (H7GPL) cells^75^ were seeded at 96-well plates, 5 × 10^3^ cells in each well. H7GPL cells were treated with 2.5, 5, 25, 50, 100, 250, 500 μM AAI or 0.1% DMSO (vehicle negative control) in duplicate for 16 hrs. Treated H7GPL cells were lysed for luciferase activity measurement by using the One-Glo^TM^ Luciferase Assay System (Promega, E6120) and detected in a luminometer (BioTek Ins., Synergy HT). The reporter luciferase activity were normalized by cell density measured by adding alamarBlue® reagent (Thermo Scientific/Pierce Biotechnology., Rockford, lL, USA). Values were presented as the relative luciferase activity, fold increase over vehicle control.

### RNA extraction and real-time quantitative PCR

Total RNA from mouse liver and kidney specimens was extracted by TRIzol reagent (Invitrogen Corp., Carlsbad, CA, USA) according to the manufacturer’s protocol. RNA concentration was quantified by absorbance at 260 and 280 nm using a spectrophotometer (Nanodrop ND1000, Thermo Fisher Scientific). 5 μg RNA was reverse-transcribed into cDNA using Super Script II Reverse Transcriptase Kit (Invitrogen Corp., Carlsbad, CA, USA). The real-time quantitative PCR (qPCR) analysis was performed in the ABI StepOne Plus^TM^ (Applied Biosystems) by using SYBR Green Master Mix (Thermo Scientific). The qPCR conditions were optimized as 95 °C for 10 min and 40 cycles of 95 °C for 10 sec, 60 °C for 10 sec, and 72 °C for 20 sec followed by routine melting and cool conditions. All mRNA levels were normalized by the β-actin mRNA level and results are shown as fold changes compared with the WT control group. The primer pairs used for qPCR were listed in Supplementary Table S1.

### Microarray analysis

The microarray data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE101530. For microarray hybridization, total liver RNA was isolated from four groups of animals, AAI- or corn oil-treated female and male C57BL/6 wild type mice, using RNeasy Mini Kits (Qiagen Inc., Valencia, CA, USA). In each group, pooled RNA was prepared by mixing the same amount total RNA from 5 mice. The microarray hybridization was performed by Welgene Biotech, Co., Ltd. (Taipei, Taiwan) using SurePrint G3 Mouse GE 8 × 60 K Microarray kit (Agilent Technologies, CA, USA). Genes that were significantly up- or downregulated by more than 2-fold were subjected to GO enrichment analysis using the cluster Profiler software. Normalized intensities were transformed to gene expression log_2_ ratios between the control and AAI treatment groups. The genes with log_2_ ratio ≥ 1 or  ≤ −1 and *p*-value < 0.05 were collected for further analysis. The analyses of gene expression patterns, canonical pathways and directional predictions were generated through the use of Ingenuity Pathway Analysis (IPA^®^, QIAGEN Inc., https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis/).

### AAV8-GNMT generation

The cDNA sequence of the human GNMT was amplified by PCR using Expand HiFi Taq polymerase (Roche, Mannheim, Germany), cloned into the pAAV-MCS plasmid under the transcriptional control of the cytomegalovirus enhancer/promoter to generate plasmids pAAV8-mGNMT. The AAV8-eGFP plasmid for the preparation of control AAV vector was a gift from Dr. Tao (IBMS, Academia Sinica, Taiwan). Recombinant AAV8 vector was generated by a standard calcium phosphate transfection method in HEK293 cells by using a three plasmid, helper virus-free packaging method and purified on a CsCl gradient. Eight-week-old Gnmt−/− mice were treated with a tail vein injection of AAV-GNMT (1 × 10^12^ vg/ml) or AAV-eGFP control.

### Immunohistochemistry

Formalin-fixed paraffin-embedded mouse organ samples that underwent AAI treatment were stained with hematoxylin and eosin (H&E) or the primary mouse anti-GNMT antibody (14-1, YMAC Bio Tech, Taiwan). N-Histofine^®^ Mousestain kit (Nichire Biosciences Inc., Tokyo, Japan) was used for IHC staining with a mouse primary antibody on paraffin-embedded mouse tissue sections. The detail procedures are listed in Supplementary material and methods. Microscopy was used to observe the phenomena of kidney injury after AAI exposure.

### Western blot analysis

25~30 μg cell lysate proteins were separated by 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS–PAGE) and subsequently transferred to PVDF membranes. After blocking, membranes were probed with primary antibodies, followed by incubation with a peroxidase-conjugated goat-anti rabbit or anti mouse antibody and developed with a chemiluminescent substrate (Immobilon Western, Millipore Corp, MA, USA). The primary antibodies used in this study were: rabbit anti-FLAG (F7425, Sigma-Aldrich), mouse anti-GNMT (14-1, YMAC Bio Tech, Taiwan), mouse anti-β-actin (AC-15, Sigma-Aldrich), rabbit anti-Histone H3 (3263-100, Bio Vision). The experiments were repeated at least three times.

### Nuclear/cytosol fractionation

Huh7-LvGNMT cells were treated with 50 or 250 μM AAI, 10 μM B(a)P (positive control) and DMSO (vehicle negative control, the final concentration was 0.1%) for 16 hrs. Separation of nuclear extract from the cytoplasmic fraction from treated Huh7-LvGNMT cells was performed using Nuclear/Cytosol Fractionation Kit (K266-100, BioVision Inc, CA, USA). The extracted nuclear and cytoplasmic protein fractions were analyzed by SDS-PAGE and western blot assay.

### Chromatin immunoprecipitation

Chromatin immunoprecipitation (ChIP) assay was performed using the Magna ChIP^TM^ G Tissue Kit (Millipore Corp, Billerica, MA, USA) according to the manufacturer’s protocol. Briefly, chopped mouse liver tissues were fixed by 1% formaldehyde for protein-DNA cross-linking. The protein-DNA cross-links was collected and then sonicated to an average size of 500~1000 bp. Next, the chromatin was immunoprecipitated with mouse anti-GNMT antibody (14-1) or mouse IgG (negative control) for 16 hrs and the DNA purification were performed by the EZ-Magna ChIP A/G Kit. 2 μl of ChIP-enriched DNA was used as template for 35 cycles of quantitative PCR amplification with designated primers (Supplementary Table S2). Specific primers were used to amplify the promoter regions (XREL1, XREL2 or XREL3) of *CAR, Nrf2, and PXR* genes. The results were represented as fold changes compared with the control group.

### Statistical analysis

Statistical analysis was performed by using GraphPad Prism 6 software (La Jolla, CA, USA). The *p* < 0.05, *p* < 0.001, and *p* ≤ 0.0001 were considered to be statistically significant in this study.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Glycine N-methyltransferase inhibits aristolochic acid nephropathy by increasing CYP3A44 and decreasing NQO1 expression in female mouse hepatocytes
**Source:** Sci Rep. 2018 May 3;8:6960. doi: 10.1038/s41598-018-22298-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**for**

### **Glycine N-methyltransferase inhibits aristolochic acid nephropathy by increasing CYP3A44 and decreasing NQO1 expression in female mouse hepatocytes**

Ming-Min Chang<sup>1,2</sup>, Chang-Ni Lin<sup>1</sup>, Cheng-Chieh Fang<sup>1</sup>, Marcelo Chen<sup>1, 3, 4</sup>, Peir-In Liang<sup>5</sup>,  
Wei-Ming Li<sup>6~8</sup>, Bi-Wen Yeh<sup>7,8</sup>, Hung-Chi Cheng<sup>9</sup>, Bu-Miin Huang<sup>2</sup>, Wen-Jeng Wu<sup>1, 7, 8, 10, 11</sup>,  
Yi-Ming Arthur Chen<sup>1, 11</sup>

<sup>1</sup>Center for Infectious Disease and Cancer Research (CICAR), Kaohsiung Medical University, Kaohsiung, Taiwan. <sup>2</sup>Present Address: Department of Cell Biology and Anatomy, College of Medicine, National Cheng Kung University, Tainan, Taiwan. <sup>3</sup>Department of Urology, Mackay Memorial Hospital, Taipei, Taiwan. <sup>4</sup>Department of Cosmetic Applications and Management, Mackay Junior College of Medicine, Nursing and Management, Taipei, Taiwan. <sup>5</sup>Department of Pathology, Kaohsiung Medical University Hospital, Kaohsiung Medical University, Kaohsiung, Taiwan. <sup>6</sup>Pingtung Hospital, Ministry of Health and Welfare, Executive Yuan, Pingtung, Taiwan. <sup>7</sup>Department of Urology, School of Medicine, Kaohsiung Medical University, Kaohsiung, Taiwan. <sup>8</sup>Department of Urology, Kaohsiung Medical University Hospital, Kaohsiung, Taiwan. <sup>9</sup>Department of Biochemistry and Molecular Biology, College of Medicine, National Cheng Kung University, Tainan, Taiwan. <sup>10</sup>Department of Urology, Kaohsiung Municipal Ta-Tung Hospital, Kaohsiung, Taiwan. <sup>11</sup>Graduate Institute of Medicine, College of Medicine, Kaohsiung Medical University, Kaohsiung, Taiwan. Correspondence and requests for materials should be addressed to Y.-M. A. C. (email: )

## Table of contents

|                                                                                                                                                                                                                    |    |
|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| <b>Figure S1.</b> Representative the gross morphology and weights of kidneys and livers from AAI-treated C57BL/6 wildtype mice. ....                                                                               | 3  |
| <b>Figure S2.</b> The luciferase reporter assay for studying the interaction of AAI and promoter region of <i>GNMT</i> gene. ....                                                                                  | 4  |
| <b>Figure S3.</b> Liver and kidney miR-224 expression in AAI-treated wild-type and <i>GNMT</i> KO mice. ....                                                                                                       | 5  |
| <b>Figure S4.</b> Serum creatinine and ALT of h <i>GNMT</i> transgenic mice. <i>Gnmt</i> , <i>Nqo1</i> and <i>Cyp1A2</i> mRNA levels in the kidney of AAI- or corn oil-treated h <i>GNMT</i> transgenic mice. .... | 6  |
| <b>Figure S5.</b> Serum creatinine and ALT of <i>GNMT</i> knockout mice at the day before and after 3-week AAI treatment. ....                                                                                     | 7  |
| <b>Figure S6.</b> Serum creatinine and ALT of <i>GNMT</i> KO mice at the day before and after AAV-based gene therapy with <i>GNMT</i> gene. ....                                                                   | 8  |
| <b>Figure S7.</b> Full-length images of the western blots illustrated in Figure 6c. ....                                                                                                                           | 9  |
| <b>Figure S8.</b> The directional effect predictions of the xenobiotic metabolism pathway affected by AAI in wild-type female mice. ....                                                                           | 10 |
| <b>Table S1.</b> Primer sequences used for qPCR analysis.....                                                                                                                                                      | 11 |
| <b>Table S2.</b> Primer sequences used in ChIP Assay.....                                                                                                                                                          | 12 |
| <b>Supplementary Methods</b> .....                                                                                                                                                                                 | 13 |

## Supplementary Figures

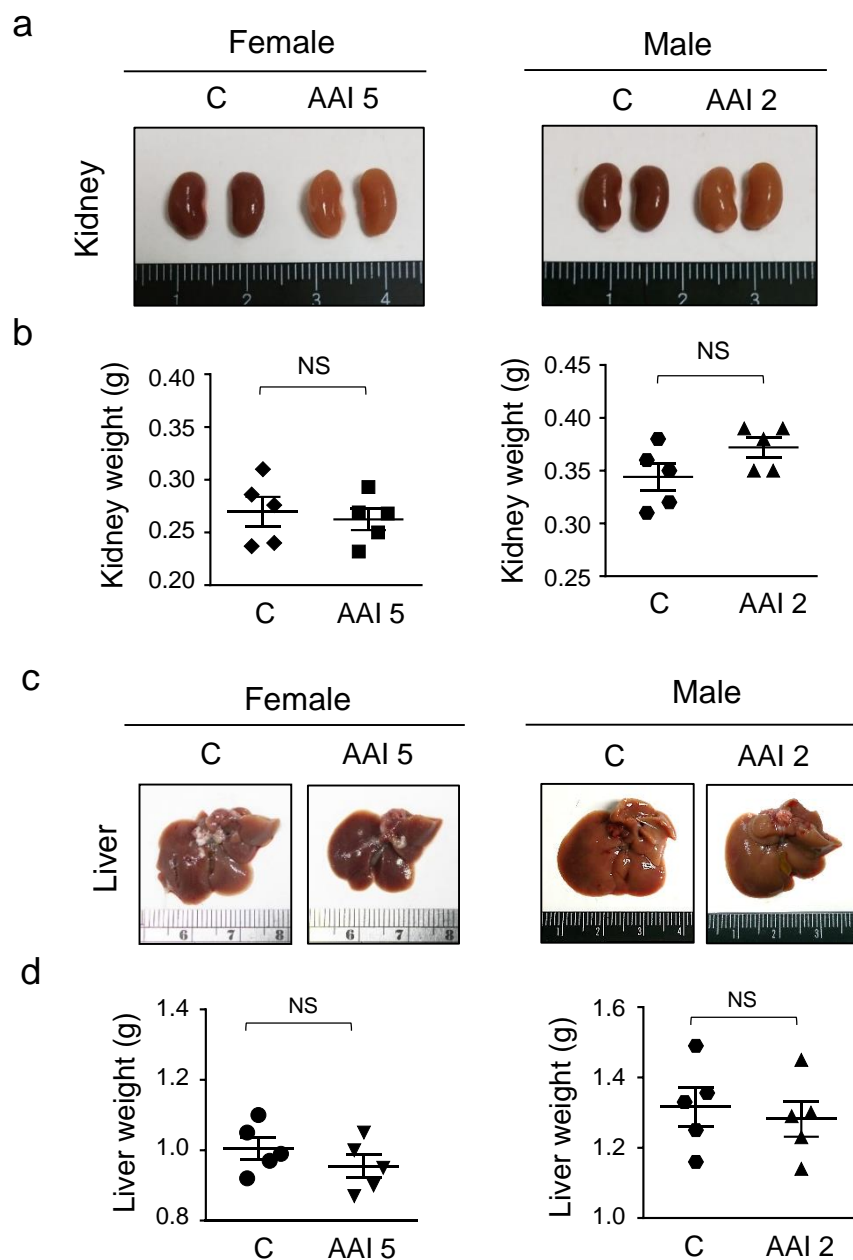

**Supplementary Fig S1.** Representative the gross morphology and weights of kidneys (**a, b**) and livers (**c, d**) from AAI- or corn oil-treated C57/BL6 wildtype mice as mentioned in Figure 1. AAI 2 or AAI 5: mice were dosed intraperitoneally with 2 or 5 mg/kg body weight/day AAI. C: vehicle (corn oil) control. All data are presented as the mean  $\pm$  SEM;  $n = 5$  in each group.  $p$ -values were calculated by Student's  $t$ -test. NS, not significant.

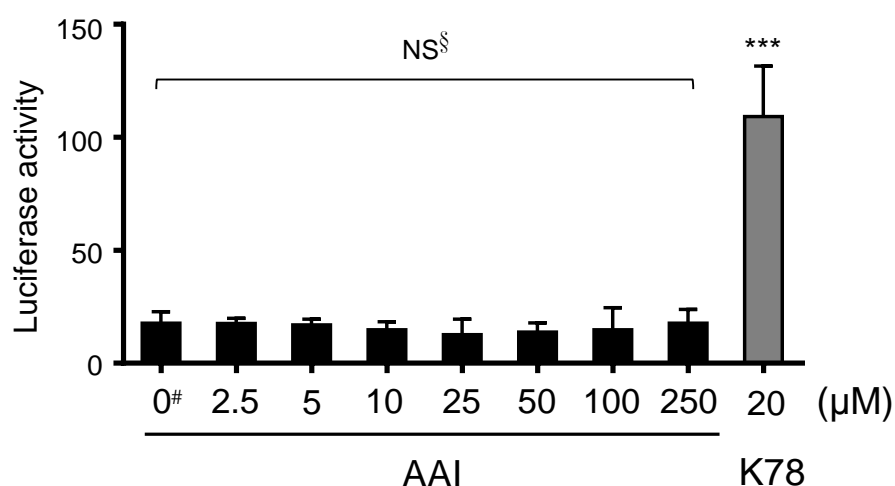

**Supplementary Figure S2.** The luciferase reporter assay for studying the interaction of AAI and promoter region of *GNMT* gene. Transformed Huh7 cells treated different concentrations of AAI for 16 hours and then performed the luciferase reading. K78 is a chemical compound as a positive control to bind with the promoter region of *GNMT*. Data were collected from 4 independent experiments (n=4). Values represented as the mean  $\pm$  SEM; <sup>§</sup> *p*-values were calculated by one-way ANOVA and Tukey's multiple comparisons test. NS, not significant. <sup>#</sup>The AAI 0  $\mu$ M group was treated with DMSO (vehicle negative control). K78 group was compared with the vehicle control, *p*-value were calculated by Student's *t*- test, \*\*\*,  $p < 0.0001$ .

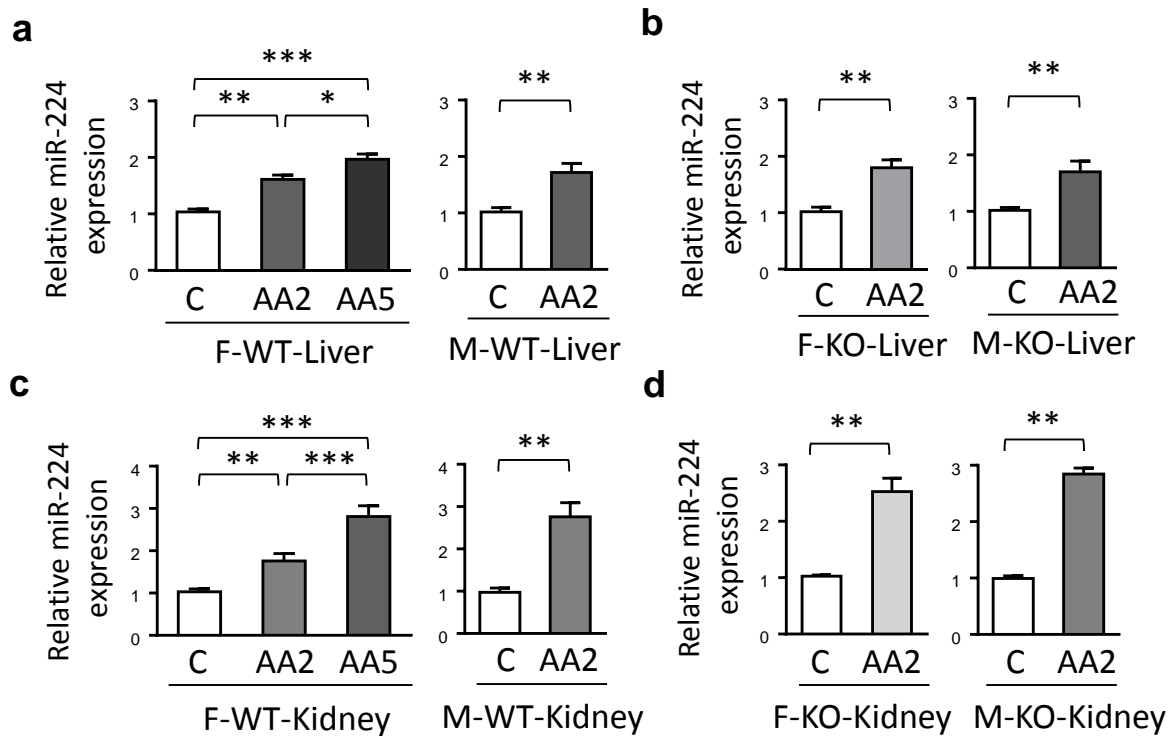

**Supplementary Figure S3.** Liver and kidney miR-224 expression in AAI-treated wild-type and GNMT KO mice. The relative miR-224 levels were determined using qRT-PCR. sno234 was used as a reference control. Fold-changes were calculated using the  $2^{-\Delta\Delta C_t}$  method. C, corn oil vehicle control; AA2 or AA5, mice were dosed intraperitoneally with 2 or 5 mg/kg/day AAI; F, female; M, male; WT, wild-type mice; KO, GNMT KO mice. All liver and kidneys were from the same mice in the Figure 3 (N=5). Representative data were the mean  $\pm$  SEM. *p*-values were calculated by one-way ANOVA and Tukey's multiple comparisons test or Student's *t* test. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, NS, not significant.

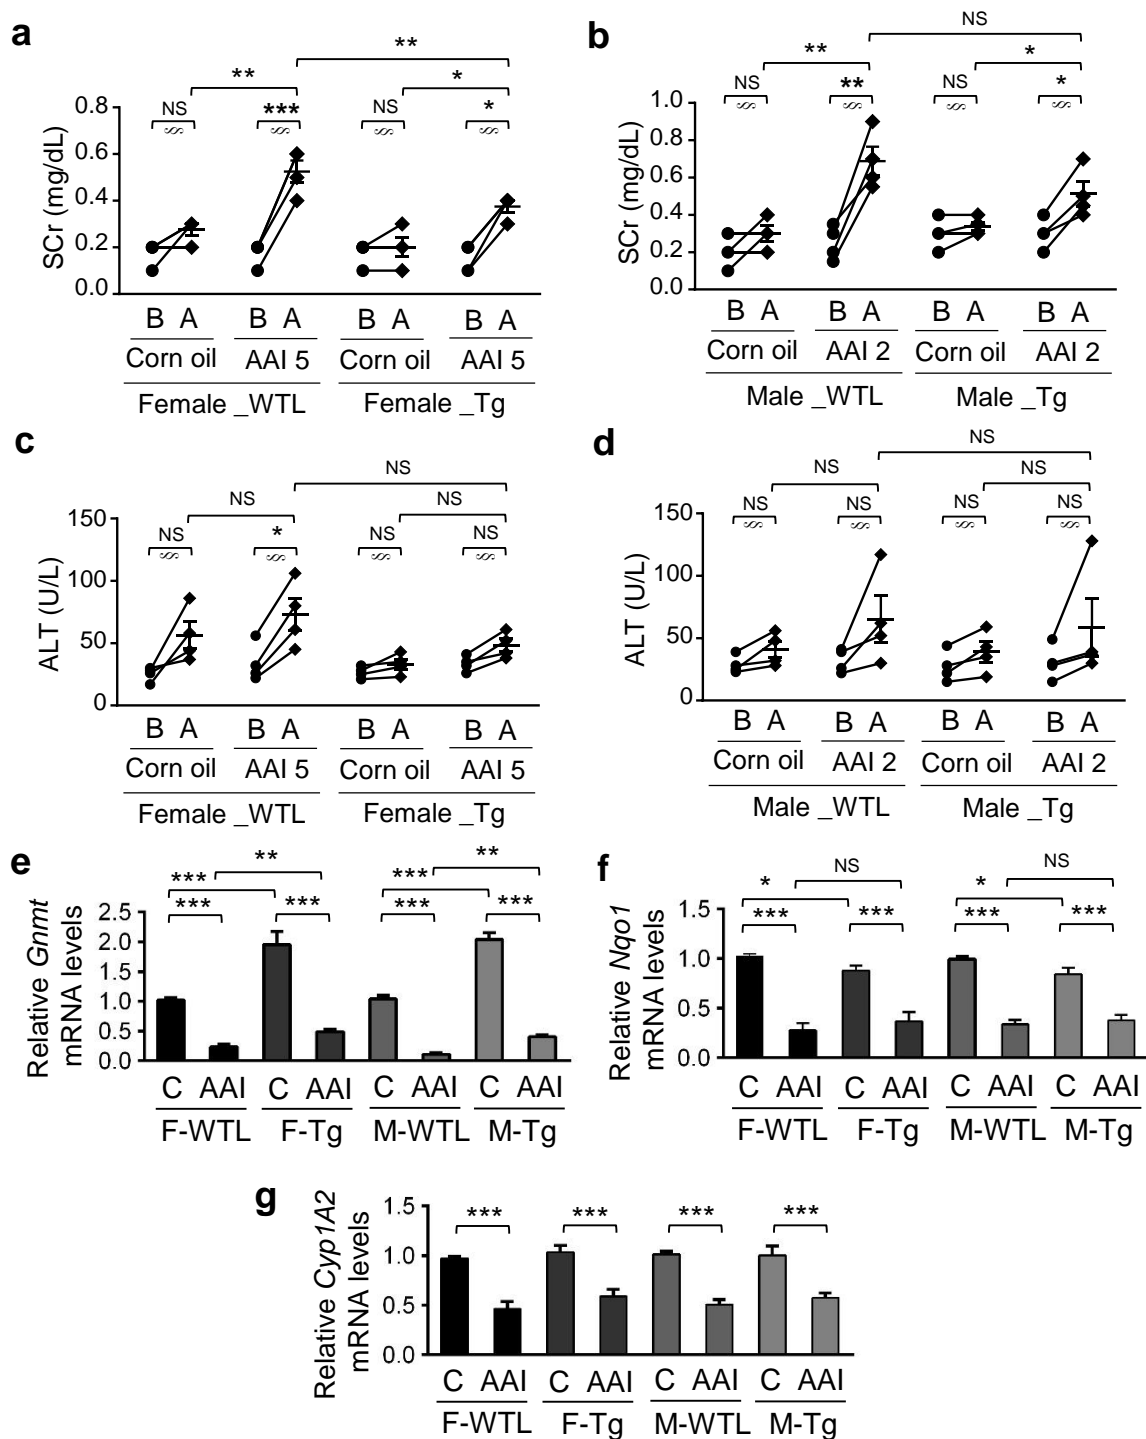

**Supplementary Figure S4.** Serum levels of creatinine (SCr) (**a**, **b**) and ALT (**c**, **d**) were measured from female and male hGNMT transgenic mice (Tg) and their wild-type littermate control (WTL) at the day before (B) and after (A) the 3-week AAI treatment, as described in Figure 2. AA2 or AA5, mice were dosed intraperitoneally with 2 or 5 mg/kg/day AAI. (**e-g**) mRNA levels of *Gnmt* (**e**), *Nqo1* (**f**) and *Cyp1A2* (**g**) genes in the kidney of AAI- or corn oil-treated mice, as described in Figure 2. F: female; M: male; C: corn oil vehicle control. All data were represented as the mean  $\pm$  SEM.  $\infty$  The before (B) and after (A) treatment biochemistry parameters from the same mouse were analyzed by Paired t test. *p*-values for the comparison of biochemistry parameters from AAI- and corn oil-treated mice were calculated by Student's *t*-test. \**p*<0.05, \*\**p*<0.01, \*\*\**p*<0.001, NS, not significant.

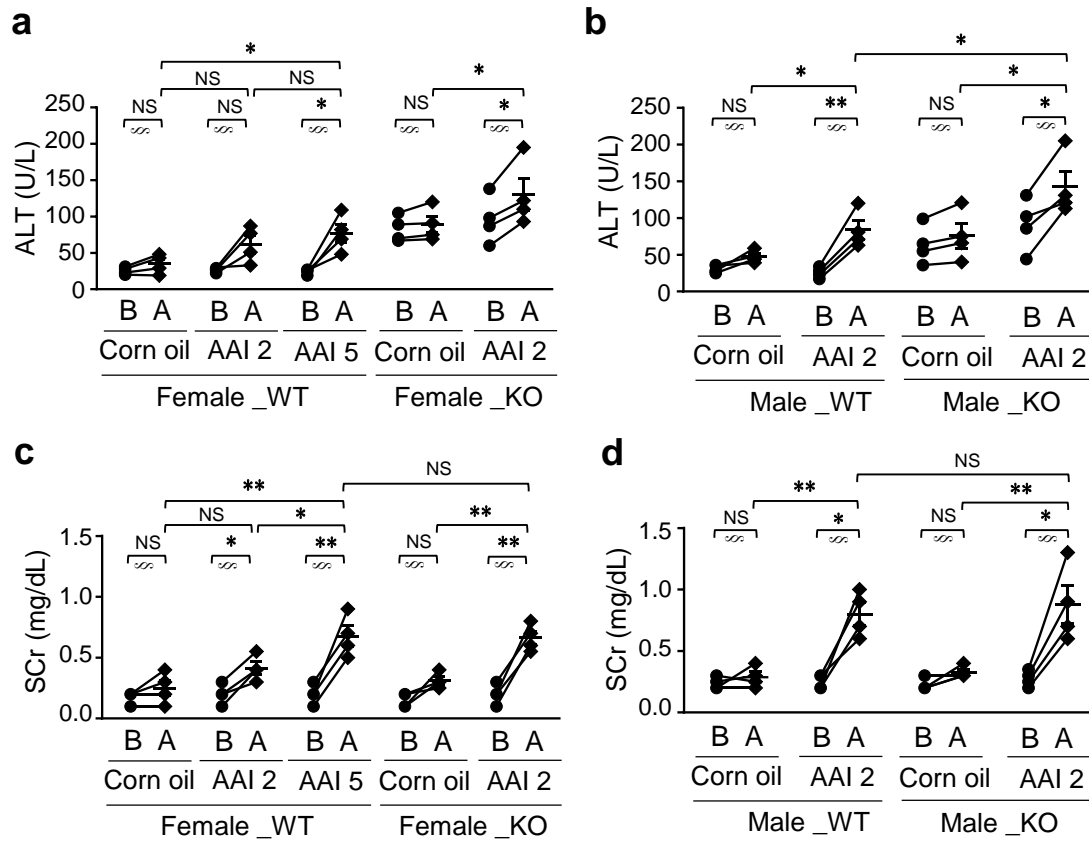

**Supplementary Figure S5.** Serum levels of ALT (**a, b**) and creatinine (SCr) (**c, d**) were measured from female and male GNMT knockout (KO) or wild-type (WT) mice at the day before and after the 3-week AAI treatment, as described in Figure 4. AA2 or AA5, mice were dosed intraperitoneally with 2 or 5 mg/kg/day AAI. F: female; M: male. All data were represented as the mean  $\pm$  SEM.  $\infty$  The before (B) and after (A) treatment biochemistry parameters from the same mouse were analyzed by Paired t test.  $p$ -values for the comparison of biochemistry parameters from AAI- and corn oil-treated mice were calculated by Student's t test. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, NS, not significant.

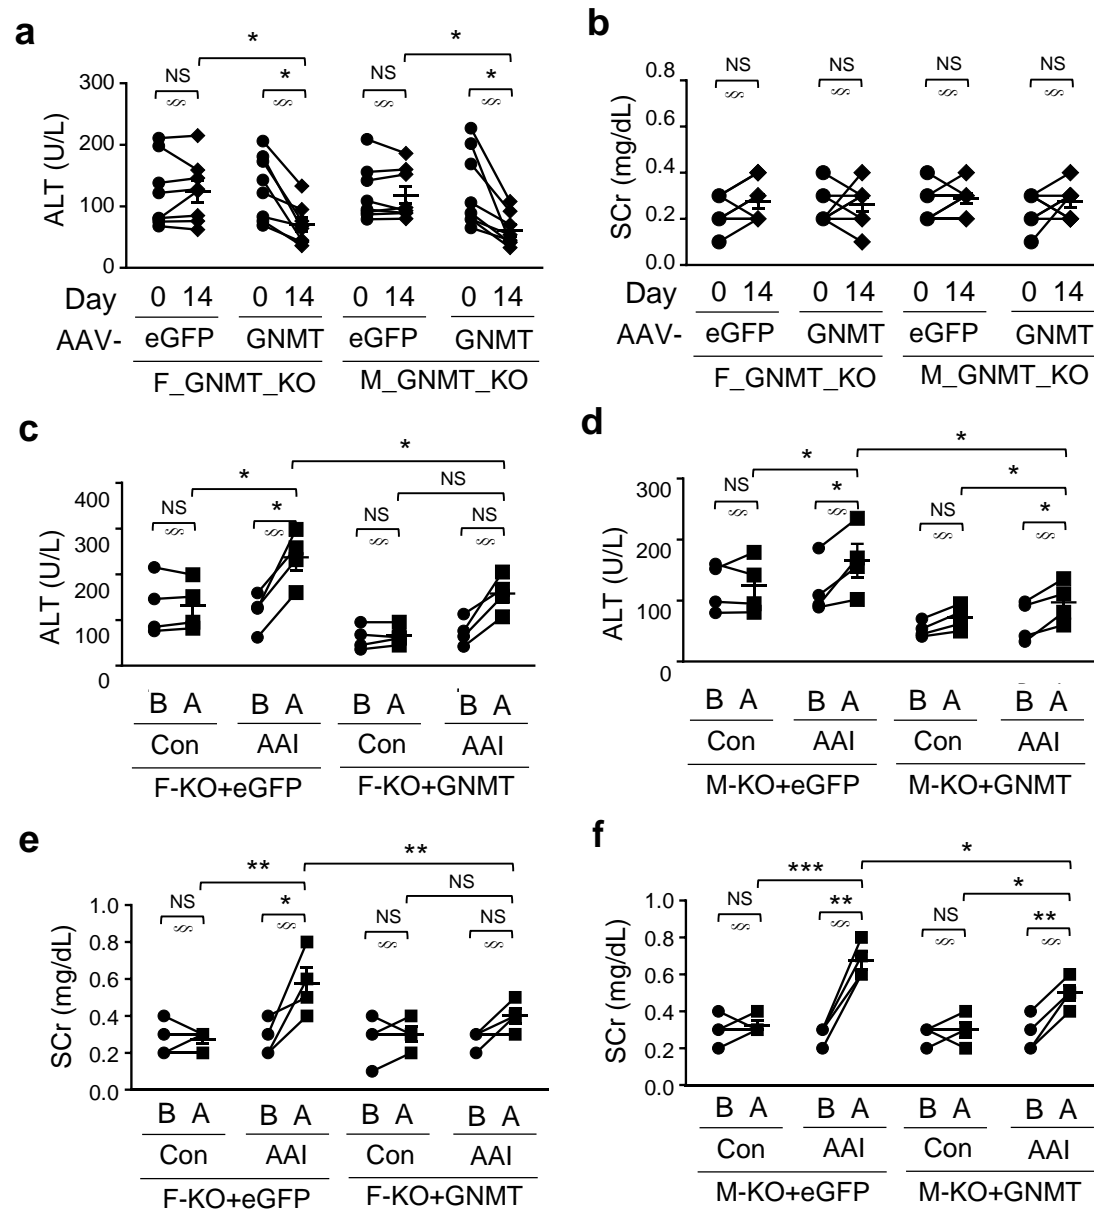

**Supplementary Figure S6.** Serum levels of ALT (**a**) and creatinine (SCr) (**b**) were measured from female (F) and (**b**) male (M) GNMT KO mice at the day before (0) and after (14) AAV-based gene therapy with GNMT gene or eGFP control as described in Figure 5. (**c-f**) Serum ALT levels and SCr were measured from AAV-treated GNMT KO female (**c, e**) or male (**d, f**) mice (eGFP or GNMT) at the day before and after the 3-week AAI treatment, as described in Figure 2. AAI, mice were dosed intraperitoneally with 1.5 mg/kg/day AAI, as described in Figure 5. All data were represented as the mean  $\pm$  SEM.  $\infty$  The before (B) and after (A) treatment biochemistry parameters from the same mouse were analyzed by Paired t test.  $p$ -values for the comparison of biochemistry parameters from AAI- and corn oil-treated mice were calculated by Student's  $t$ -test. \* $p$ <0.05, \*\* $p$ <0.01, \*\*\* $p$ <0.001, NS, not significant.

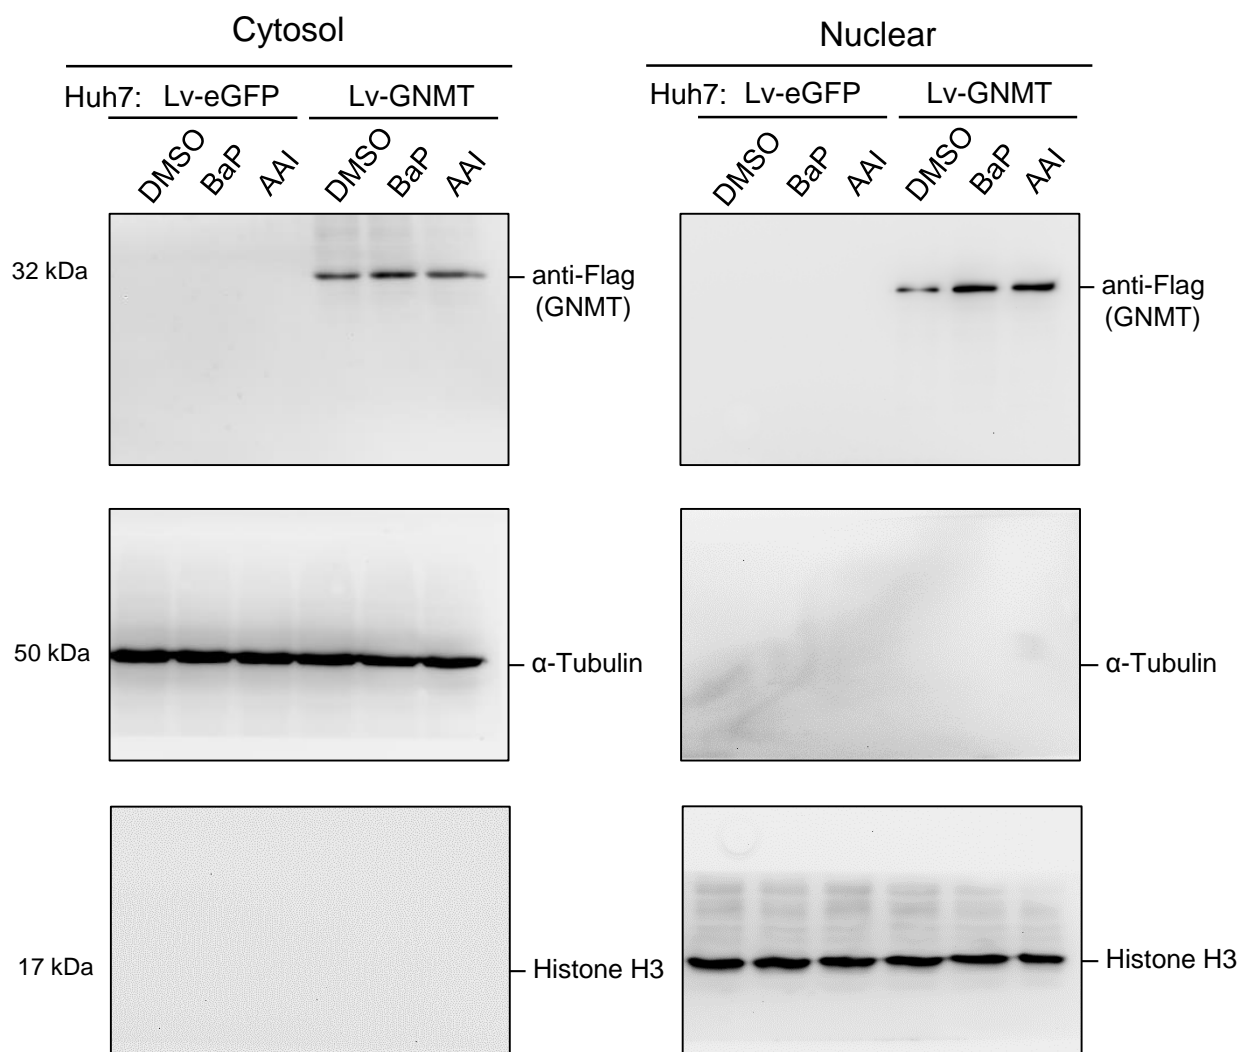

**Supplementary Figure S7.** Full-length images of the western blots illustrated in Figure 6c.

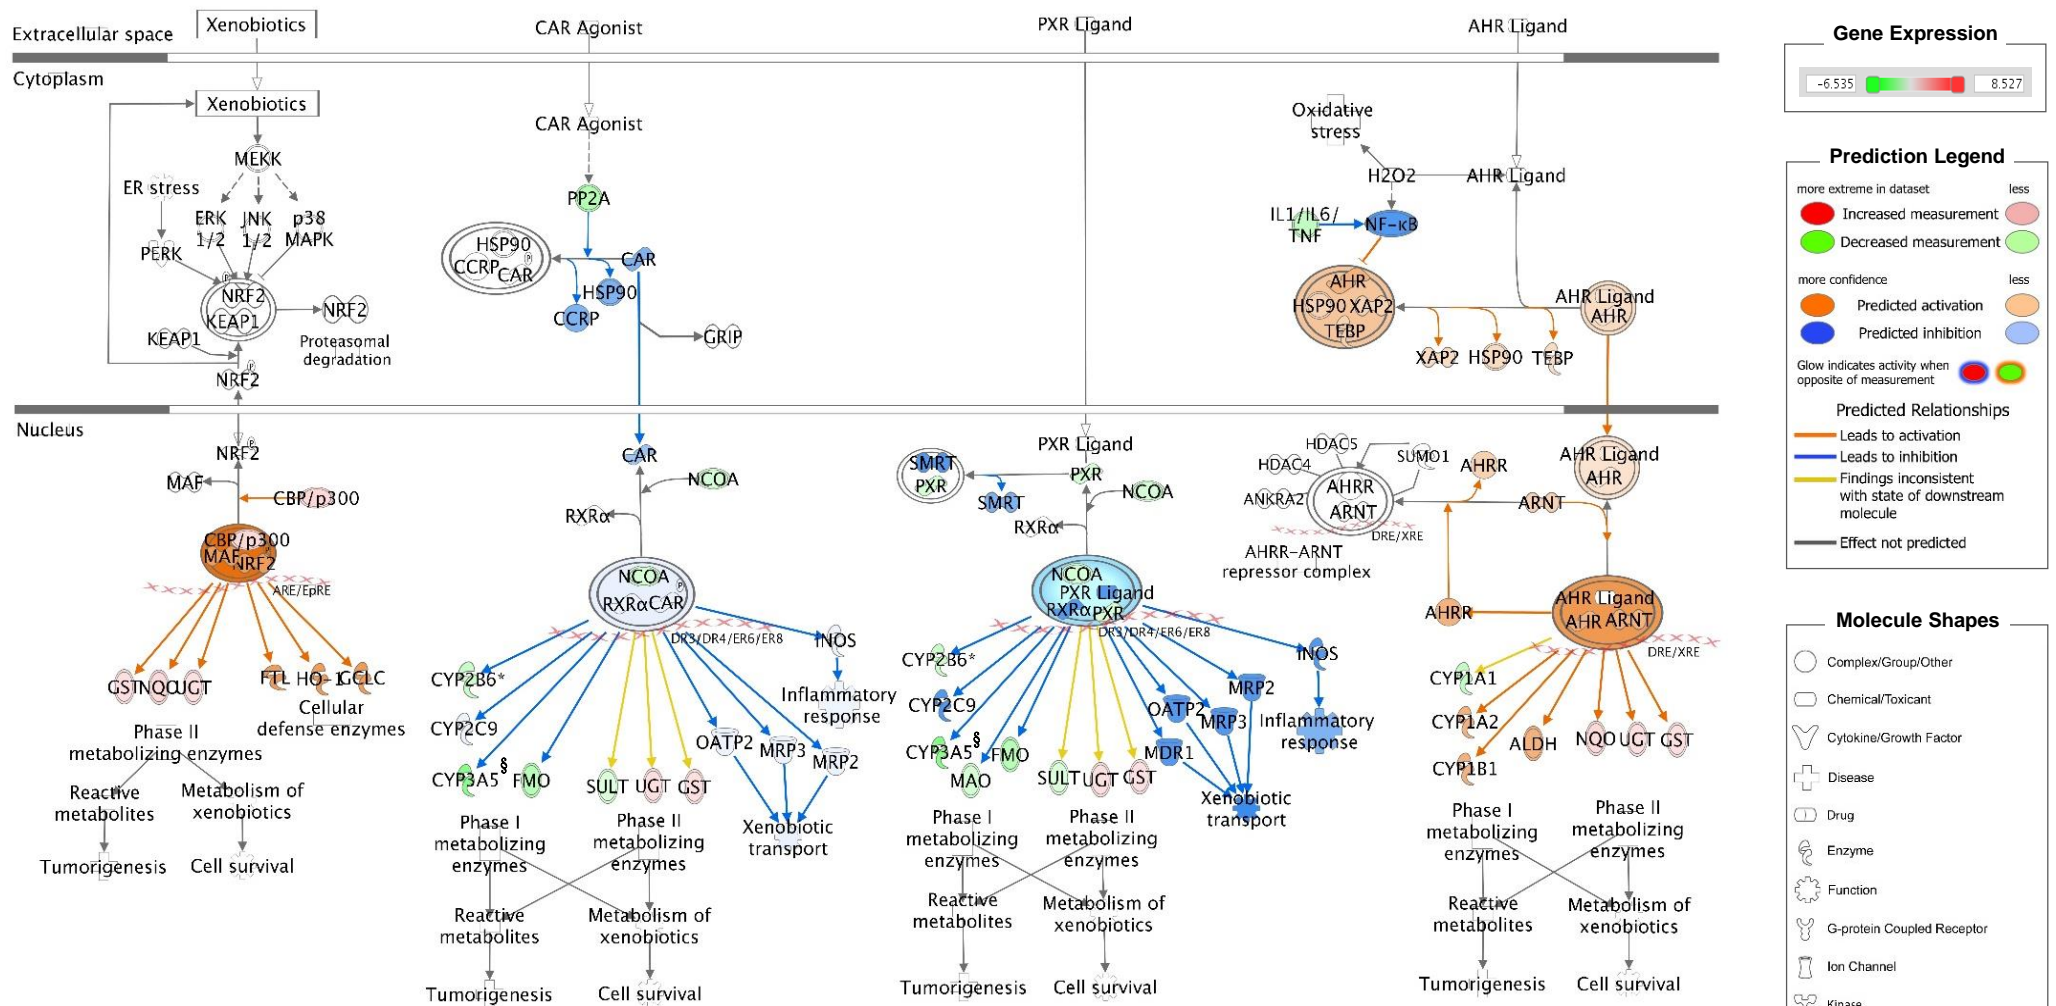

**Supplementary Figure S8.** The directional effect predictions on the xenobiotic metabolism pathway affected by AAI in wild-type female mice were generated through the use of Ingenuity Pathways Analysis (IPA, QIAGEN Inc., <https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis>). The genes significantly regulated by AAI were mapped onto the canonical xenobiotic metabolism pathway. The activation or inhibition effects of path were predicted by IPA molecule activity predictor (MAP) overlay tools. Red-Green color indicates the level of gene expression. Orange color indicates the activation effect, whereas blue color indicates inhibition effect. Yellow color means that the finding is inconsistent with the state of downstream molecule, and gray color means no prediction on the path. \*The Synonyms of CYP2B6: CPB6, 2B, 2B1, 2B2, 2B3, 2B6, 2B6/7, 2B7p, 2B10, 2B19, 2B20, cyp450e, cype. § The Synonyms of CYP3A5: AI25619, cDEX, CP35, hCyp3A5 (EG1577), Cyp3A, Cyp3A1, 3A2, 3A4, m3A11, m3A16, m3A41, m3A41a, m3A41b, m3A44, m3A5, CYP450PCN3, Pcn, RL33, Rat 3A23/3A1, RatLOC100910877.

**Supplementary Table S1.** Primer sequences used for qPCR analysis.

| Target gene   | Forward (5'→3')           | Reverse (5'→3')         |
|---------------|---------------------------|-------------------------|
| Ahr           | CCTTACACACAGAACTTTGC      | TATGCCTGAGGACTGACC      |
| β-Actin       | TGTCCACCTTCCAGCAGATGT     | AGCTCAGTAACAGTCCGCCTAGA |
| CAR           | CTCCACTTCCATAAAAAACCTGAAA | CCGAGACTGTTGTTCCATAAT   |
| CYP1A1        | AGTATTTGGTCGTGTCAGTAG     | CCAGGGAAGAGTTAGGC       |
| CYP1A2        | CATAAACCAGTGGCAGGTCAA     | CAGGATGGCTAAGAAGAGG     |
| CYP2B10       | CCAACCCTTGATGACCG         | CAGGATTGAAACTGTCTGG     |
| CYP3A41       | CCTCTCTTTGTCATCACGG       | TCCTTGAGTTTTCCACTGGT    |
| CYP3A44       | GGTGCTCCTCTACCGAT         | GGGTCCGTGATGACAAG       |
| GNMT          | GTTGACGCTGGACAAAGA        | AGCCTGTGCTGAGGATA       |
| NQO1          | TGCCAGCCATTCTGAAAGG       | GGCAGCATATGTGTAGGCAAATC |
| Nrf2          | GGCTGAGCAGTGAAAGG         | ACCAGAAAGATGGCACC       |
| PXR           | TGGTGGCTTCCAGAAACTT       | CTTCAGGGTGAGGGCAA       |
| PPAR $\alpha$ | CCACTACGGAGTTCACG         | GGCATTCTTCCAAAGCG       |

**Supplementary Table S2.** Primer sequences used in ChIP assay.

|              | Forward (5'→3')   | Reverse (5'→3')     |
|--------------|-------------------|---------------------|
| CAR-XREL1    | GTGCTATCCTTGAGCGT | ACCAGCCTTGTTATCTGTT |
| CAR-XREL2    | TTTCCACGCCCTGACTT | CCAGTTTCACACTGCGTT  |
| NRF2-XREL1   | CGAGTTTGCAGCGTGGA | GAACCTTGCCCGCTTTA   |
| NRF2-XREL2/3 | AACCCCCGTTCTACGAC | CAGGCTGAAGGAGCGTG   |
| PXR-XREL1    | CTTCCAGCCATGCGTG  | GGAGAGAAATGCTCTTCGG |

## **Supplementary methods**

### **RNA extraction and microarray hybridization**

Total liver RNA was isolated from four groups of animals, AAI- or corn oil-treated female and male WT mice, using RNeasy Mini Kits (Qiagen Inc., Valencia, CA, USA) according to the manufacturer's protocol. The RNA quality was assessed by Welgene Biotech, Co., Ltd. (Taipei, Taiwan). In each group, pooled RNA was prepared by mixing the same amount total RNA from 5 mice. The microarray hybridization was performed by Welgene Biotech using (Agilent Technologies, CA, USA). 0.2µg of total RNA was amplified by a Low Input Quick-Amp Labeling kit (Agilent Technologies, CA, USA) and labeled with Cy3 (CyDye, Agilent Technologies, USA) during the in vitro transcription process. 0.6µg of Cy3-labeled cRNA was fragmented to an average size of about 50-100 nucleotides by incubation with fragmentation buffer at 60°C for 30 minutes. Correspondingly fragmented labeled cRNA is then pooled and hybridized to SurePrint G3 Mouse GE 8x60K Microarray (Agilent SurePrint Microarray, Agilent Technologies, CA, USA) at 65°C for 17 h. After washing and drying by nitrogen gun blowing, microarrays are scanned with an Agilent microarray scanner (Agilent Technologies, USA) at 535 nm for Cy3. Scanned images are analyzed by Feature extraction10.5.1.1 software (Agilent Technologies, USA), an image analysis and normalization software is used to quantify signal and background intensity for each feature. Raw signal data was normalized by quantile normalization for differential expressed genes discovering.

### **Immunohistochemistry**

Mouse liver and kidney tissues were fixed in 10% neutral-buffered formalin for 48 hours, dehydrated through a series of graded ethanol baths and embedded in paraffin block. For IHC and H&E staining, tissue sections were deparaffinized in xylene, rehydrated in an ethanol series, antigen-retrieved in 10mM citrate buffer (pH 6.0) (60 min, 120 °C), and endogenous peroxidase

quenched with 3% H<sub>2</sub>O<sub>2</sub> (30min). Sections were blocked for non-specific binding with 2% non-fat milk for 1 hour and subsequently blocked for the background of the mouse primary antibody using the Blocking Reagent A of N-Histofine<sup>®</sup> Mousestain Kit (414321F, Nichirei Bio, Inc., Tokyo, Jaapan) for 2 hours. Sections were then incubated with the primary antibody, GNMT 14-1 (1:50) (mouse mAb, YMAC Bio Tech, Taiwan), at 4 °C for 16 hrs. After blocked with the Blocking Reagent B of N-Histofine Mousestain Kit for 20 min, sections were incubated with the secondary antibody, the simple stain Mouse Max PO (M) of N-Histofine Mousestain Kit for 20 min. Next, sections were color-developed with DAB, counterstained with hematoxylin and dehydrated in graded ethanols. Finally, the sections were defatted with xylene and coverslipped with mounting medium (Histokitt No.1025/500) for light microscopy.

### **Western blot analysis**

Culture cells were harvested with RIPA lysis buffer (50 mM Tris (pH 7.5), 150 mM NaCl, 1% Triton X-100, 0.1% SDS, 0.5% sodium deoxycholate, supplemented with protease inhibitor cocktail (Roche, Mannheim, Germany). Samples were centrifuged for 20 min at 13,000g at 4 °C. The supernatant was collected and protein concentration was determined by Bio-Rad Protein Assay (Bio-Rad Laboratories, Inc., CA, USA). 25~30µg protein were denatured with β-mercaptoethanol at 95 °C for 10min and separated by 10 % SDS-PAGE in standard SDS running buffer at 100V and subsequently transferred onto PVDF microporous membranes (PerkinElmer; NEF1002001PK) in transfer buffer at 400 mA for 80 min using the Mini-PROTEAN<sup>®</sup> Tetra electrophoresis system (Bio-Rad Laboratories, Inc., Hercules, CA, USA). The blotted membranes were blocked with 5% non-fat milk dissolved in 0.1% TBST buffer and then probed with a primary antibody at 4 °C for 16 hrs. Membranes were then incubated with a peroxidase-conjugated goat-anti rabbit as secondary antibody. ECL kit (Immobilon Western Chemiluminescent HRP Substrate, Millipore Corp, Billerica, MA, USA) was used for visualization.

How the deposited data were processed for this re-analysis (not part of the article)

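The deposited data of this study are 4 single-channel microarrays of mouse liver RNA, 1 for each of 4 groups: female C57BL/6 wild-type mice given 5 mg/kg/day AAI, male mice given 2 mg/kg/day, and corn oil-treated mice of each sex. RNA from 5 mice was pooled for each array. The groups were taken from the sample labels and from the paper, which give the same sex, treatment and dose. As a check of the labels, the Y-linked genes Ddx3y and Eif2s3y had log2 signals of 9.14 and 11.66 in corn oil-treated males and of 9.03 and 11.52 in AAI-treated males, and their brightest probes were not well above background in either female group. A further Eif2s3y probe was above background in AAI-treated females, with 4.10 against 8.95 and 8.96 in males. Uty was above background in all groups, with 5.60 and 5.64 in females and 7.16 and 7.20 in males. The brightest Kdm5d probe did not separate the sexes, with 8.01 and 7.66 in females and 8.24 and 7.82 in males. The Xist probe did not either, with 7.58 and 7.85 in females and 7.47 and 6.96 in males.

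The authors scanned the arrays and quantified the spots with Feature Extraction 10.5.1.1, and deposited for each array the intensity of every spot before and after background subtraction, the processed intensity after a correction of trends across the array, an error estimate and quality marks. These values are linear and not normalized between arrays. The array design is annotated on mouse genome build mm9, and the coordinates given are those of the probes in these files. The deposited table of the whole series holds a raw intensity, which equals the processed intensity of the scanner files within 1% on 99.9% to 100% of the probes of each array, a normalized intensity after the authors' quantile normalization, and a detection call. The 4 normalized columns share 1 distribution with a median of 89.6, below the median of each raw column, and the paper's text does not say which arrays entered it. The files of corn oil-treated females and AAI-treated males are saved with 3 significant digits, and in each of them 70 gene names read as dates. Gene names were therefore taken by probe from the other files. The accession of 35814 probes is a RefSeq number, of which 32923 were found in the reference table of genes, and 1532 of these carry another symbol there; the names of the files were kept.

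The values used here are log2 of the processed intensity, as deposited by the authors, with control spots and spots marked as outliers left out and the spots of a probe averaged. They were quantile normalized over the 4 arrays, as the paper's supplementary methods describe, for the 56495 of 56605 probes with a value on every array. A gene is a gene name of the files, represented by its brightest probe. The log2 ratio is AAI-treated minus corn oil-treated within each sex, and a fold is 2 to the power of its size. A gene was counted at a log2 ratio of 1 or more in either direction when its probe was well above background on at least 1 of the 2 arrays, with a lower bound in place of the ratio where it was not on the other. Of 37021 genes on the array, 31682 entered the comparison in females and 30539 in males, and 29714 and 28433 of them were above background on both arrays, over which ranks were taken. The array files give no counts, and the precision of a value is limited by the single array per group. Detection by the authors' call covered 46091 probes in AAI-treated females, 44093 in corn oil-treated females, 42243 in AAI-treated males and 43821 in corn oil-treated males, against 46031, 44036, 42213 and 43766 probes well above background by the scanner mark.

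The genes named in the text follow a rule set in advance: every gene that the paper names for mouse liver, all Cyp4a genes, the 5 largest increases and the 5 largest decreases in each sex among genes above background on both arrays, genes of the sex chromosomes as a check of the labels, and at most 3 genes with the largest changes from each gene list. Not every gene under this rule is reported here. A gene outside it is said to have been chosen after its values were seen, except the clock genes, which are named as the members of the gene groups of their tests. Cyp3a41b has no probe on the array. The 17 gene lists written from general knowledge in advance, with Fig. 3b already seen, cover male-biased and female-biased liver genes, targets of Nrf2, CAR and PXR, AhR and PPARα, cholesterol biosynthesis, the acute phase, hepatic fibrosis, immune cells, cytokines and chemokines, the circadian clock, pancreas, red cells, growth hormone signaling, the cell cycle and p53 targets. After the largest changes had been seen, 11 more lists were written, of skeletal muscle, adrenal cortex, adrenal medulla, fat, heart, kidney, intestine, lung, testis, brain and general liver genes, without the genes seen. Each list was summarized by its median log2 ratio and by the percentile of this median among 10000 random lists matched on mean expression in 20 bins.

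No test across groups was run, since each group is 1 array, and no p-value is given. The paper states p-value limits for its changed genes, and its text does not name the method behind them. The processing was tested on simulated data, with 200 genes changed by a log2 ratio of 2 and noise with an SD of 0.15. All of them were recovered (100%) with 0 false calls, among 30114 genes for the comparison in females and 29936 for that in males. The changed genes were drawn from bright ones. Each simulated array carried the background marks of the control array, so that the rule for lower bounds was not exercised. With noise this small against a threshold of 1, false calls could hardly arise, and their absence does not give an error rate for the real arrays. This noise covers spots only and not the differences between mice.

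The alternatives were scaling to the 75th percentile, background correction with the normexp model of limma 3.58.1 (offset 50), the authors' normalized intensity, no filter on dim probes, a filter for probes above background on both arrays, and the mean of all probes of a gene. For counts of genes only, any probe passing, a filter of 2.58 times the scanner's error and a 3-fold threshold were added. Chosen after the data had been seen were the background-subtracted intensity without the multiplicative trend correction, the removal of spots whose processed intensity lies over 2-fold from the background-subtracted one, counts limited to genes with an Entrez identifier and, for Gnmt, Nqo1, Cyp1a1 and Cyp1a2, the log2 ratio minus that of Actb. The last is a change of reference and is not among the 8 alternatives named with a range. The median of all genes moved by no more than 0.05 (log2) under any alternative, in females under scaling to the 75th percentile. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, matplotlib 3.10.9 and R 4.3.3 were used. The pathway analysis in IPA and the qPCR, transgenic, knockout and chromatin experiments of the paper were not analysed here.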

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

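The tests of a mix with female liver, of dilution, of the normalization of the muscle list in females, of a rise of all other tissues, and of bright marks and of software rules on the replaced spots were chosen only after the result was seen, and the lists of genes of muscle, adrenal gland, fat and other tissues were written after the largest changes had been seen.

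Cyp2b10 moved in opposite directions in the 2 sexes. Its log2 ratio was -1.23 in females and 4.35 in males, where the signal rose from 9.82 to 14.17, against 16.04 and 14.80 in females. A further probe gave -1.52 and 2.77. The difference between the sexes was not tested, because each group is 1 array. Over the 8 alternatives the log2 ratio stayed between -1.38 and -1.23 in females and between 3.56 and 4.38 in males, so that no normalization tried accounts for the opposite directions. The sexes were given different doses, and sex and dose were not separated.

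In AAI-treated males, male-biased liver genes were lower and female-biased liver genes higher, a pattern outside the genes that the paper discusses, although Fig. 3b shows several P450 genes of both lists. The median log2 ratio of the 37 male-biased genes measured was -1.62, at the 0th percentile of the random lists, with 23 genes at least 2-fold lower. Among them Hsd3b5 was at least 2-fold lower even as a bound, with a log2 ratio of -9.90 against the lowest signal above background. The median of the 38 female-biased genes measured was 0.94, at the 100th percentile, with 18 genes at least 2-fold higher, among them Cyp2b9 with 5.28, and 1 lower. The following genes were named after their values were seen. Sult2a5, A1bg and Prom1 of this list were not well above background on either male array and did not enter the median. Sult2a1 was at 5.13 in AAI-treated males, against 16.93 in corn oil-treated females. In females the same lists had medians of -0.16, at the 0.64th percentile, with 7 genes at least 2-fold lower and 1 higher, and of -0.09, at the 4.85th percentile, with 4 genes lower and 2 higher. Of the lists, 37 and 37 genes were above background in corn oil-treated males, and 2 and 10 genes are also in other lists. A mix with female liver is argued against by Ddx3y and Eif2s3y, whose mean log2 ratio in males was -0.13. Normalization is argued against by the smaller of both medians in size, which was 0.88 over 4 normalizations. Dilution by other tissue, which lowers all liver genes alike, is argued against for the fall of the male-biased genes, under scaling by 1 factor per array. Their median lay at -1.65 relative to that of general liver genes, and 24 of the 37 fell further than the lowest general liver gene. Whether transcripts of other tissue in the pool added to the rise of the female-biased genes was not tested and stays open. An effect on drug metabolism genes only is argued against by the medians without those families, -1.59 over 23 genes and 1.33 over 15 genes. These values are consistent with a change in the sex-dependent expression program of male liver after AAI, which remains a hypothesis, since it was found and tested on the same 2 arrays. Loss of body weight in the AAI-treated mice, the dose and differences between individual mice stay open and were not tested.

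Genes of skeletal muscle were higher in both AAI-treated pools. A list of 32 muscle genes that left out the genes seen before had a median log2 ratio of 1.17 in females and 3.64 in males, both at the 100th percentile, with 17 and 29 genes at least 2-fold higher. Of the list, 28 genes in corn oil-treated females and 29 in corn oil-treated males were above background, and 0 are in other lists. The rise was uneven. The 15 genes brighter in corn oil-treated females had a median of 0.45, with 4 at least 2-fold higher, against 2.33 for the other 16, and in males the brighter 16 had a median of 3.29 and the other 16 one of 4.28. Acta1, a muscle gene outside this list, differed between the control pools too, with 4.65 in corn oil-treated females and 8.80 in corn oil-treated males. Normalization is argued against by the lowest median over 4 normalizations, 2.89 in males. In females the lowest median was 0.78, with a lowest percentile of 100. A rise of the genes of all other tissues is argued against by the lists of heart, kidney, intestine, lung, testis and brain genes. Of these, 0 of 61 genes in females and 4 of 58 in males (6.90%) were at least 2-fold higher, against 54.8% and 90.6% of the muscle genes. The adrenal and fat lists were left out of this share. In males 6 of 12 adrenal cortex, 5 of 14 adrenal medulla and 8 of 14 fat genes were at least 2-fold higher, against 1 of 11, 0 of 14 and 3 of 14 in females. Muscle was thus not the only tissue list to rise in males. The medians in females and males were 0.22 and 0.18 for heart, 0.01 and -0.26 for intestine, 0.10 and -0.46 for lung, -0.14 and -0.03 for testis, and 0.21 and 0.16 for brain. Skeletal muscle taken with the livers of AAI-treated mice and expression of muscle genes in liver cells both stay open. They cannot be told apart by the list, whose lower median of 1.17 would arise from either, and which was written because muscle genes had been seen to rise.

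Genes of the adrenal gland and of fat were higher in the AAI-treated pool of males. The 12 adrenal cortex genes measured had a median log2 ratio of 0.80, with 6 at least 2-fold higher and 1, Mc2r, lower, with -2.07 by its brightest probe, while its further probe was at least 16.0-fold higher. The 14 adrenal medulla genes had one of 0.54, or of 1.35 with the mean of probes, with 5 at least 2-fold higher. The medians in females were 0.24 and 0.09. All 12 cortex genes and 13 of 15 medulla genes were above background in corn oil-treated males, and 1 gene of each list is in another list. Star rose from 8.53 to 13.01, Akr1b7 from 8.47 to 13.32 and Chga from 8.67 to 12.51. Cyp11b1, an adrenal enzyme of the heat map in Fig. 3b that was chosen after its values were seen, rose from 8.57 to 12.27. The 14 fat genes had a median of 1.68, against 0.26 in females, with 14 of 14 above background in corn oil-treated males and 0 in other lists. In males 8 of them were at least 2-fold higher, among them Cfd, from 11.10 to 15.01, and Cidea, from 6.71 to 12.25, while Car3 with -1.91 and Lipe with -1.30 were lower by their brightest probes. Further probes of Lipe disagreed, with 0.15 and at least 6.57-fold lower. In females 3 were at least 2-fold higher, among them Cfd, from 5.86 to 9.37. Mc2r, Car3 and Lipe were named after their values were seen. Adrenal tissue and fat taken with the livers of AAI-treated males stay open, as does expression of these genes in liver cells. They cannot be told apart by the lower percentile of both adrenal lists, 99.99, or by the median of 1.68 for fat, since a rise of the lists would arise from either and the lists were written after such genes had been seen to rise. Kidney tissue stays open as well, as the kidney genes went both ways in males, with a median of -0.0295, against 0.26 in females. The amount of such tissue in each mouse is not known, since the RNA was pooled.

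Red cell genes were lower in AAI-treated males. The median log2 ratio of the 10 genes measured was -1.79, at the 0th percentile, with 8 genes at least 2-fold lower, and -0.43 in females, at the 0.15th percentile. Alas2 had a log2 ratio of -3.23 in males and Hbb-bt one of -2.37. Of the 11 genes listed, 10 were above background in each control pool and 0 are in other lists. The median in males lay between -1.86 and -1.67 under the 8 alternatives, and no explanation was tested.

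On 28 spots of the array of corn oil-treated females and 95 spots of the array of AAI-treated males, and on no spot of the other arrays, the processed signal equals the background value used by the software within 1%, while the background-subtracted signal is far higher. The medians are 41.8 against 2471 and 44.9 against 3251. None of these spots carries a manual mark, and every one of them (100%) has another such spot beside it, against at most 7.14% and 6.32% in 100 random draws of the same number of spots. Bright marks on the array surface are a candidate cause, since the raw signal was more than 2 times that of the same spot on each of the other arrays on 96.4% and 92.6% of them. Of the replaced spots, 28 and 93 (97.9%) carry the software's mark for an uneven background. A rule for every spot with that mark is argued against, as at most 1.48% of the marked spots were replaced, and on the other arrays 6418 and 6045 spots carried it with 0 replaced. A rule for a part of the marked spots stays open and cannot be told apart from bright marks, which would make the background uneven too. The authors' table holds the replaced value within 1% for 26 of 26 and 90 of 90 probes with 1 spot, and calls 26 and 77 of them detected. The replaced spots stand for 20 genes in females, of which 4 were counted as lower and 8 as higher, and for 44 genes in males, of which 23 were counted as lower and 11 as higher. Cyp3a44 in AAI-treated males is one of them, with a raw signal of 4800 against at most 1490 on the other arrays. For Mtfp1 and LOC102633627 the raw signal, 7300 and 2030, is close to the highest of the other arrays, 6859 and 1960. Who or what replaced the values is not known from the files, and the level of these genes is left open, although the replaced values entered the counts and list medians given here except where they were left out.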

How the results depend on the processing

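The alternatives without the multiplicative trend correction, without the replaced spots, with counts limited to Entrez genes and relative to Actb were chosen only after the data had been seen. No paired analysis was possible because each comparison was made within 1 sex, with 1 array of pooled RNA per group, and for the same reason no array was left out in turn. A comparison over both sexes with sex as a block, which would join 2 doses, was not run.

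The authors' normalized intensity changed least: all 91 log2 ratios of named genes and all 34 list medians moved by less than the spread used as a yardstick (between probes of 1 gene, or between random lists). The ratios stayed within it for 89 of 91 with scaling to the 75th percentile and with no filter on dim probes, for 87 of 87 with probes above background on both arrays and without the replaced spots, for 72 of 91 with the mean of probes, for 86 of 91 without the trend correction and for 61 of 91 with normexp.

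With the normexp background correction the counts were 341 lower and 139 higher genes in females and 637 and 539 in males. It adds an offset of 50 before the log, which draws the ratios of dim genes toward 0. Relative to Actb, whose log2 ratio is subtracted, that of Nqo1 in females was 1.11. With normexp the log2 ratio of Nqo1 in males was 1.47 and that of Cyp3a44 in females -2.83. Cyp1a2 ranked 14 and Cyp1a1 ranked 4 among P450 genes, and Cyp3a44 ranked 31 among all genes. The list medians that moved were -0.0759 in females and -1.54 in males for male-biased liver genes, 0.18 for CAR and PXR targets in males, -0.38 for immune cell genes in females, 0.0231 for cytokines and chemokines in males, -0.28 for red cell genes in females, and 0.17 in both sexes for p53 targets. Both this alternative and the one without the trend correction start from signals that were not replaced, and the male log2 ratios of Mtfp1, LOC102633627 and Lcn12 therefore reversed, to 0.55, 0.24 and 0.76 with normexp and to 0.57, 0.27 and 1.15 without the trend correction. For the same reason the log2 ratio of Cyp3a44 in males moved from 0.55 to 5.36 with normexp. Without the trend correction it was 7.22, and the level of Cyp3a44 in AAI-treated males stays open.

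Without a filter on dim probes, 1078 genes were higher in females, and 2240 were lower and 1793 higher in males, since more genes entered, and Cyp3a44 ranked 33 among all genes. A 3-fold threshold gave 225 lower and 127 higher genes in females and 510 and 471 in males. Counts limited to Entrez genes above background on both arrays were 649 lower and 270 higher in females and 883 lower in males. With scaling to the 75th percentile the list medians in males were 1.11 for female-biased liver genes, 0.10 for Nrf2 targets, which had been -0.01, 0.44 for CAR and PXR targets, -0.155 for PPARα targets, 0.52 for cholesterol biosynthesis, 0.73 for hepatic fibrosis and 0.25 for cytokines and chemokines. Without the trend correction Cyp1a2 ranked 14 among P450 genes and Cyp3a44 29 among all genes, and the medians were 1.09 for female-biased liver genes and 0.0432 for cytokines and chemokines in males, and -0.43 for immune cell genes in females.

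With the mean of probes the medians in males were -1.45 for male-biased and 1.07 for female-biased liver genes and 0.37 for clock genes, and in females 0.0711 for CAR and PXR targets, -0.23 for PPARα targets, -0.40 for immune cell genes and 0.12 for p53 targets. With probes above background on both arrays, the medians in males were 0.13 for CAR and PXR targets and 0.11 for pancreas genes, and without the replaced spots the former was again 0.13. Apart from the reversals named and the shift of Cyp3a44 in males, which follow from the replaced spots, the cause of these shifts was not tested. Genes whose signal is near background are limited most, as 178 lower and 100 higher genes in females and 204 lower and 230 higher genes in males have only a bound.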

Differences from the paper's values

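None of the values in this part rests on a test, and the count limited to Entrez genes and the ratios relative to Actb were chosen only after the values had been seen. In males, 1071 genes were at least 2-fold higher here, and the paper gives 697. Of the alternatives set before the data were examined, probes above background on both arrays (841), the mean of probes (1039), the scanner's error filter (1042), normexp (539) and the 3-fold threshold (471) came within 1.5 times the paper's count. Scaling to the 75th percentile (1250), the authors' normalized intensity (1116), no filter on dim probes (1793) and any probe (1425) did not. The count limited to Entrez genes above background on both arrays, an alternative chosen after seeing the values, was 721.

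The largest increase of a Cyp4a gene was 2.00-fold here, and the paper gives 4- to 6-fold. None of the 6 alternatives set before the data were examined that apply came within 1.5 times of either end, and the mean of probes came nearest, with 2.23-fold.

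The remaining differences are between the arrays and the paper's qPCR of Fig. 1f,g, which was normalized to β-actin and measured in single mice. Nqo1 in females was 2.82 times its control here and about 1.6 times in Fig. 1f, read by eye. Cyp1a1 in females was 0.29 times its control here and about 0.8 times in Fig. 1f, read by eye. Gnmt in males was 1.33 times its control here and about 0.6 times in Fig. 1g, read by eye. Cyp1a2 in males was 0.77 times its control here and about 0.5 times in Fig. 1g, read by eye. For each of these 4 values, none of the 6 alternatives set before the data were examined came within 1.5 times the paper's value. Relative to Actb on the arrays, an alternative chosen after seeing the values, Nqo1 in females was 2.15 times its control, within 1.5 times the paper's value, while Cyp1a1 in females (0.222), Gnmt in males (1.48) and Cyp1a2 in males (0.860) were not.

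The paper names Cyp3a44 as the gene with the most significant decrease in female liver. Here it ranked 19th by log2 ratio among 29714 genes. The paper places Cyp1a2 among the P450 genes with the largest decreases in females. Of the 4 genes it names, 3 were among the 4 largest decreases of 93 P450 genes, while Cyp1a2 ranked 8th, or 6th with the mean of probes, and Cyp8b1 ranked 3rd. The paper reports lower Gnmt in the liver of AAI-treated mice of both sexes, and the log2 ratios here were -0.07 in females and 0.41 in males. Relative to Actb, the reference gene of that qPCR, they were -0.46 in females, in the paper's direction, and 0.56 in males. The paper reports higher Nrf2 and lower CAR transcripts in AAI-treated wild-type littermates, which are other mice than those on the arrays. The log2 ratios here in females were -0.61 for Nfe2l2 and 0.25 for Nr1i3. That of Nr1i3 is no larger than the SD between probes of 1 gene, and a further probe gave -0.05. For PXR, which the paper also reports as lower, Nr1i2 had -1.22, in the same direction. The paper describes CYP3A41 as almost absent in males, and the Cyp3a41a signal here was 18.37 in corn oil-treated males and 18.20 in corn oil-treated females. These signals come from 1 probe, whose binding of transcripts of related Cyp3a genes was not tested. They therefore do not settle the level of Cyp3a41 in males. The legend of Fig. 3 and the methods give different limits for the p-value of changed genes.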

Other observations

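Of the tests in this part, that of clock genes between the sexes was chosen only after the result was seen.

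The arrays also carry the genes that the paper measured by qPCR in wild-type littermates of transgenic mice (Fig. 3c to e). Cyp3a11 is given beside them and was not measured there. Cyp3a44 had a log2 signal of 10.54 in corn oil-treated females and 5.02 in corn oil-treated males, Cyp3a41a one of 18.20 and 18.37, Cyp3a11 one of 16.21 and 16.56, and Cyp2b10 one of 16.04 and 9.82. After AAI, the log2 ratio of Cyp3a41a (NM_017396, chromosome 5 of mm9, 146505792 to 146505851) was -0.23 in females and -0.85 in males, and that of Cyp3a11 was 0.07 and -1.10, where the value in females changed sign between the alternatives. Whether the Cyp3a41a probe also binds transcripts of related Cyp3a genes was not tested.

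Further genes named in the paper had these log2 ratios in females and males: Cyp2e1 0.03 and 0.06, Cyp39a1 -0.16 and 0.52, Ppara -0.60 and 0.05, and Actb, the reference gene of the qPCR, 0.39 and -0.15. Those of Cyp2e1 in both sexes and of Ppara and Actb in males changed sign between the alternatives. Crebbp in males had 2.94 by its brightest probe and -0.06 by another. In males, Nr1i2 had -0.28, Nr1i3 0.38, Ahr -0.66 and Nfe2l2 -0.21, with 0.88 by a further probe. Among 92 P450 genes in males, 15 were at least 2-fold lower and 9 at least 2-fold higher.

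Of the lists not reported elsewhere, Nrf2 targets in males had a median log2 ratio of -0.01, CAR and PXR targets 0.31, which includes the unreliable value of Cyp3a44 and was 0.13 without the replaced spots, AhR targets 0.00 and PPARα targets -0.31, against -0.11 in females. Growth hormone signaling genes had medians of -0.36 in females and -0.30 in males, at the 0.09th and 0.63th percentiles, with Cux2 at 3.25 in males. Cell cycle genes had -0.27 and 0.14, at the 0.69th and 84.7th percentiles. Targets of p53 had 0.30 and 0.29, at the 99.6th and 99.5th percentiles, with Phlda3 at 1.61 and 2.67. In females only this gene was at least 2-fold higher, and Trp53inp1 with -1.66 and Cdkn1a with -1.08 were lower. Pancreas genes had 0.20 and -0.01, and general liver genes -0.04 and 0.0243. No explanation of these medians was tested.

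Clock genes differed in AAI-treated females and between the sexes. The list had a median of -0.21 in females and 0.20 in males, at the 1.66th and 98th percentiles, but Nr1d1 rose from 4.61 to 10.01 in females, a log2 ratio of 5.40. If livers had been taken at another time of day, Dbp, Tef, Per3, Ciart and Nr1d2 would all shift with it, here upward, and their median log2 ratio was 0.50, at the 99.5th percentile. Dbp (10.07 to 11.09), Per3 (6.61 to 7.11) and Nr1d2 (9.00 to 9.82) rose. Ciart hardly moved (6.92 to 7.01), and Tef fell (12.75 to 12.54). Arntl, Clock and Npas2, which would shift the other way, had a median of -0.11, at the 31.4th percentile. Another time of collection therefore cannot be told apart from an effect of AAI on these genes, as only a part of the set moved and each group is 1 pool. In the control pools, Dbp, Tef, Per3, Ciart and Nr1d2 were each higher in males than in females, with a median difference of 1.13. Arntl (-2.04) and Npas2 (-0.43) were lower in males, while Clock (0.28) was higher. The median difference of these genes was -0.43, a gap of 1.56 between the medians. In the AAI-treated pools the median differences were 1.44 and -0.76, with Npas2 (0.05) slightly higher in males. A different time of collection in males and females may contribute to this gap of 1.56, but it cannot be told apart from a difference between the sexes themselves, since times of collection are not among the labels used here.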
